# Synchronized development of thymic eosinophils and thymocytes

**DOI:** 10.1093/intimm/dxae037

**Published:** 2024-06-25

**Authors:** Ayami Ota, Takahiro Iguchi, Sachiko Nitta, Ryunosuke Muro, Nanami Mino, Masayuki Tsukasaki, Josef M Penninger, Takeshi Nitta, Hiroshi Takayanagi

**Keywords:** double-positive thymocytes, medullary thymic epithelial cells, thymus, transcriptome

## Abstract

The thymus is an organ required for T cell development and is also an eosinophil-rich organ; however, the nature and function of thymic eosinophils remain unclear. Here, we characterized the gene expression and differentiation mechanism of thymic eosinophils in mice. Thymic eosinophils showed a distinct gene expression profile compared with other organ-resident eosinophils. The number of thymic eosinophils was controlled by medullary thymic epithelial cells (mTECs). In Rag-deficient mice, the unique gene expression signature of thymic eosinophils was lost but restored by pre-T cell receptor signalling, which induces CD4^+^ CD8^+^ thymocyte differentiation, indicating that T cell differentiation beyond the CD4^−^ CD8^−^ stage is necessary and sufficient for the induction of thymic eosinophils. These results demonstrate that thymic eosinophils are quantitatively and qualitatively regulated by mTECs and developing thymocytes, respectively, suggesting that thymic eosinophils are a distinct, thymus-specific cell subset, induced by interactions with thymic cells.

## Introduction

The thymus is a primary lymphoid organ where functional, yet self-tolerant T cells are generated through positive and negative selection (1). In the cortex of the thymus, CD4^−^ CD8^−^ (double negative, DN) thymocytes differentiate into CD4^+^ CD8^+^ (double positive, DP) thymocytes, which express the rearranged T cell receptor (TCR) (2). Upon the interaction with self-peptides and major histocompatibility complex (MHC) presented by cortical thymic epithelial cells (cTECs), DP thymocytes expressing functional TCRs differentiate into CD4^+^ CD8^−^ (CD4 single positive, CD4SP) or CD4^−^ CD8^+^ (CD8SP) thymocytes. This process is termed positive selection (3). The positively selected SP thymocytes migrate from the cortex to the medulla, where medullary TECs (mTECs) present diverse self-peptides so that autoreactive SP thymocytes are eliminated. This process is called negative selection (4).

The thymus is also an organ that hosts a number of eosinophils, a subpopulation of granulocytes. Eosinophils are primarily localized in peripheral organs including the spleen and lung, and are involved in T helper 2 (Th2) responses in parasite infection and allergy (5). Recently, in addition to effector eosinophils, the concept of homeostatic eosinophils has emerged, in which different types of eosinophils play a role in regulating immune responses and maintaining tissue homeostasis (6–8). For example, resident eosinophils in the small intestine are involved in the regulation of Th17 differentiation through the production of interleukin-1 receptor antagonist (IL-1Ra) to sustain homeostasis in the small intestine (9). Lung eosinophils are important in sensitization to antigens during the early stages of life, immune responses against viruses, and limitation of the Th2 response against house dust mites (10–12).

However, only a few studies have focused on thymic eosinophils. Previous studies have shown that thymic eosinophils are increased upon MHC-I-induced negative selection or irradiation-induced thymocyte depletion, but the precise mechanisms underlying this increase and physiological functions remain unclear (13, 14). One study demonstrated that the activation of thymic eosinophils correlates with Th2 cytokine expression in the human thymus (15), although this is not a thymus-specific event and also occurs in airway inflammation (16). Recent studies have focused on the unique roles of eosinophils in the thymus. Cosway *et al*. (17) reported that thymic eosinophils play a role in thymus regeneration after irradiation-induced damage. In human studies, CD34^+^ thymic eosinophils form immunological synapses with thymocytes (18), and thymocytes cocultured with thymic eosinophils increase the CD4/CD8 ratio of SP thymocytes (19). These studies suggest that thymic eosinophils have a unique, yet uncharacterized, role distinct from other tissue-resident eosinophils. However, how thymic eosinophils differ from other tissue-resident eosinophils at the molecular level and acquire their unique features remain unclear.

In this study, we evaluated the nature and differentiation mechanism of thymic eosinophils, focusing on the interaction with TECs and thymocytes. First, the number of thymic eosinophils correlated with the number of mTECs, suggesting the regulatory mechanism controlling the population size in the thymus of eosinophils by mTECs. Second, transcriptome analysis of eosinophils across tissues revealed that thymic eosinophils show a different gene expression signature than other tissue-resident eosinophils. Such a thymus-specific gene expression signature of eosinophils was associated with the differentiation of DP thymocytes in the thymus. These findings provide novel insights that thymic eosinophils may be a distinct population that crosstalk with thymus-specific cells, such as thymocytes and mTECs.

## Methods

### Mice

All mice were maintained under specific pathogen-free conditions, and all experiments were performed with the approval of the Institutional Animal Care and Use Committee of The University of Tokyo (Tokyo, Japan). Wild-type (WT) C57BL/6N mice were purchased from SLC Inc. (Hamamatsu, Shizuoka, Japan). *Foxn1*^*Cre*^ (20), *Tnfrsf11b*^*flox*^ (21), *Tnfrsf11a*^*flox*^ (22), *Cd40*^−*/*−^ (23), *Rag1*^−*/*−^ (24), *Rag2*^−*/*−^ (25), *Tcra*^−*/*−^ (26), and *Psmb11*^*G220R*^ (27) mice in the C57BL/6N background have been previously described. Age- and sex-matched littermates were used for all experiments. Mice were analysed at the age of 8–10 weeks in all experiments.

### Antibody treatment

Rag knockout (KO) mice (*Rag1*^−*/*−^ or *Rag2*^−*/*−^) were injected intraperitoneally with 200 μg hamster immunoglobulin G (IgG) (BioLegend, San Diego, CA, USA) or anti-mouse cluster of differentiation 3 epsilon (CD3ε) antibody (clone 145-2C11; BioLegend) in 300 μL sterile phosphate-buffered saline. After 10 days, mice were sacrificed and the thymus was collected.

### Histological analysis

Samples were embedded in optimal cutting temperature compound (Sakura Finetek Japan Co., Tokyo, Japan), frozen, and sliced into 5-μm-thick sections with a cryostat (Leica, Wetzlar, Germany). For immunohistochemical analysis, sections were air-dried, fixed in acetone, and stained with the following antibodies: anti-mouse CD11b (clone M1/70; BioLegend), anti-mouse sialic acid binding Ig-like lectin F (Siglec-F) (clone E50-2440; BD Biosciences, Franklin Lakes, NJ, USA), and anti-mouse keratin 14 (K14) (rabbit polyclonal; BioLegend). Images were obtained with the BZ-9000 fluorescent microscope (Keyence Co., Osaka, Japan) and analysed with BZ-H2A software (Keyence).

### Flow cytometry and cell sorting

Flow cytometry and cell sorting were performed with the FACSCanto II and FACSAria III systems (BD Biosciences). To prepare thymic stromal cells or thymic and lung eosinophils, tissues were digested with 0.01% Liberase TM (Roche, Basel, Switzerland) and 0.01% DNase I (Roche) (28). Thymocytes and splenocytes were prepared by mashing organs using glass slides. Before staining with fluorescent antibodies, cells were treated with an Fc blocker (anti-mouse CD16/CD32, clone 2.4G2; Tonbo Biosciences, San Diego, CA, USA). Cells were stained with a mixture of the antibodies at a final concentration of 0.5–10 μg/mL in the dark at 4°C. Antibodies used were Siglec-F/CD170-PE (clone E50-2440; BD Biosciences), CD11b-APC (clone M1/70; BioLegend), I-A/I-E-FITC (clone M5/114.15.2; BioLegend), CD11c-PE-Cy7 (clone N418; BioLegend), CD90.2(Thy1.2)-PacificBlue (clone 53-2.1; BioLegend), C-C motif chemokine receptor 3 (CCR3)/CD193-biotilynated (clone J073E5; BioLegend), streptavidin-APC-Cy7 (BioLegend), CD45-PacificBlue (clone 30-F11; BioLegend), epithelial cellular adhesion molecule (EpCAM)-PE-Cy7 (clone G8.8; BioLegend), Ly51-AlexaFluor647 (clone 6C3; BioLegend), Ulex europaeus agglutinin I (UEA-1)-biotinylated (Vector Laboratories Inc., Newark, CA, USA), CD4-APC (clone GK1.5; BioLegend), and CD8a-APC-Cy7 (clone 53-6.7; BioLegend). 7-aminoactinomycin D (7AAD) was used to exclude dead cells. Data were analysed using FlowJo software (Tree Star, Ashland, OR, USA). To isolate eosinophils, Siglec-F^+^ cells were enriched using a PE-conjugated antibody for Siglec-F (clone E50-2440; BD Biosciences) and a magnetic bead-conjugated antibody specific for PE (Miltenyi Biotec, Gaithersburg, MD, USA). Then CD11b^+^ Siglec-F^+^ cells were sorted using the FACSAria III cell sorter (>95% purity).

### RT-PCR

Total RNA was extracted from isolated cells using the RNeasy Plus Micro Kit (QIAGEN, Hilden, Germany) and reverse transcribed with SuperScript III (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Quantitative PCR (qPCR) was performed with THUNDERBIRD Next SYBR qPCR Mix (TOYOBO, Osaka, Japan) and the StepOnePlus Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific). The relative mRNA expression was normalized to *Gapdh* mRNA levels.

### Bulk RNA sequencing (RNA-seq) analysis

The cDNA libraries were prepared using the SMART-seq v.4 Ultra Low Input RNA Kit for Sequencing (Clontech Laboratories, Mountain View, CA, USA). Data were acquired on the Ion Proton Sequencer (Thermo Fisher Scientific, Waltham, MA, USA) and analysed using CLC genomics Workbench v.12 and R 4.3.0. Gene Ontology (GO) analysis was conducted using Metascape (29). The RNA-seq datasets generated in the present study are available in the Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo; Accession No. GSE266084). RNA-seq data of TECs (GSE65617) and bone marrow and small-intestinal eosinophils (GSE185070) were extracted from the GEO database.

### Single-cell RNA-seq analysis

Single-cell RNA-seq data of mTECs were extracted from the ArrayExpress dataset (Accession ID No. E-MTAB-8105). The reanalysis was performed using Seurat (v4.3.0) (30). Briefly, cells that contained a percentage of mitochondrial transcripts > 5% were filtered out. After log normalization, cell cycle scores were regressed out after assigning cell cycle scores via the CellCycleScoring function. Then 20 single-cell RNA-seq datasets were integrated with a combination of FindIntegrationAnchors and IntegrateData functions. The data were scaled and centred using these 2000 integration anchors, and principal component analysis was performed. The top 11 principal components were retained for shared nearest-neighbour graph construction (k = 20) and two-dimensional Uniform Manifold Approximation and Projection visualization based on jackstraw and elbow plots. Cell clustering was performed using the Louvain method (resolution = 0.4). The full source code for analysis is available in GitHub (heeps://github.com/nittatakeshi/).

### Statistical analysis

GraphPad Prism 9.4.1 and R 4.3.0 were used to perform the statistical analyses. The unpaired Student’s *t*-test was used for comparisons between two data sets. For comparisons of three or more groups, one-way analysis of variance was performed with Dunnett’s multiple comparison test or Tukey’s multiple comparison test. In all figures, bars represent the mean ± standard error of the mean (SEM).

## Results

### The number of thymic eosinophils is regulated by mTECs

We performed quantitative analysis of thymic eosinophils in mice. Using flow cytometry, we defined Thy1^−^ MHC-II^−^ Siglec-F^+^ CD11b^+^ cells as thymic eosinophils (Fig. 1A) and estimated their number to be approximately 5 × 10^5^ per thymus in 8-week-old mice. This number was approximately the same as the dendritic cells and TECs.

**Figure 1.**
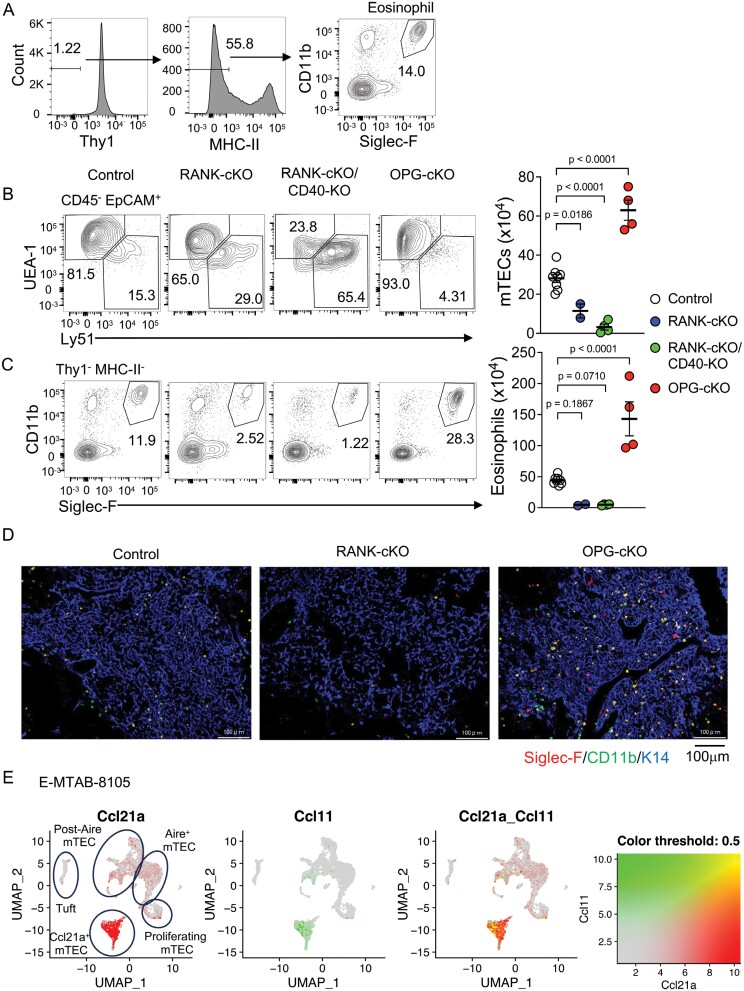
The number of thymic eosinophils is regulated by mTECs. (A) Gating strategy for eosinophils in the thymus by flow cytometry. Thy1^−^ MHC-II^−^ Siglec-F^+^ CD11b^+^ population was defined as eosinophils. (B and C) Flow cytometry analysis and quantification of TECs (B) and thymic eosinophils (C) from control (*Tnfrsf11a*^*fl/fl*^ or *Tnfrsf11b*^*fl/fl*^), RANK-cKO, RANK-cKO/CD40-KO, or OPG-cKO mice. (Left) Representative contour plots for Ly51 and UEA-1 of CD45^−^ EpCAM^+^ TECs (B) or for Siglec-F and CD11b of Thy1^−^ MHC-II^−^ population (C) are shown. (Right) In graphs, circles indicate individual mice and bars indicate the mean ± SEM. Control: *n* = 11, RANK-cKO: *n* = 2, RANK-cKO/CD40-KO: *n* = 4, OPG-cKO: *n* = 4. (D) Thymus sections from indicated mice were stained for Siglec-F, CD11b, and K14. The scale bars indicate 100 μm. (E) Feature plots in Uniform Manifold Approximation and Projection (UMAP) visualization were overlaid with the co-expression of *Ccl21a* and *Ccl11*. The single-cell RNA-seq data were extracted from E-MTAB-8105.

Given that thymic eosinophils are localized in the medulla (31), we investigated the relationship between thymic eosinophils and mTECs, the major stromal cells of the medulla. The differentiation and proliferation of mTECs are induced by receptor activator of nuclear factor kappa B (RANK) and CD40 signalling, in response to RANK ligand (RANKL) and CD40 ligand (CD40L) expressed in SP thymocytes (32, 33). mTECs produce osteoprotegerin (OPG), a soluble decoy receptor for RANKL that inhibits RANKL–RANK signalling, conferring negative feedback regulation of mTEC development (21). Here, we examined the number of mTECs (CD45^−^ EpCAM^+^ Ly51^−^ UEA-1^+^) (Supplementary Figure 1A) and thymic eosinophils in *Foxn1*^*Cre/+*^*Tnfrsf11a*^*fl/fl*^ (RANK-cKO), *Foxn1*^*Cre/+*^*Tnfrsf11a*^*fl/fl*^*Cd40*^−*/*−^ (RANK-cKO/CD40-KO), and *Foxn1*^*Cre/+*^*Tnfrsf11b*^*fl/fl*^ (OPG-cKO) mice (20–23). Compared with control mice, the numbers of mTECs were reduced by 59% and 89% in RANK-cKO and RANK-cKO/CD40-KO mice, respectively, whereas mTECs were increased by 124% in OPG-cKO mice (Fig. 1B). The numbers of thymic eosinophils were reduced by 90% and 89% in RANK-cKO and RANK-cKO/CD40-KO mice, respectively (Fig. 1C). By contrast, thymic eosinophils were increased by 225% in OPG-cKO mice compared with control mice. The same results were observed in histological analyses (Fig. 1D). Almost no CD11b^+^ Siglec-F^+^ eosinophils were detected in the K14^+^ thymic medulla of RANK-cKO mice, whereas they were markedly increased in the medulla of OPG-cKO mice. These results indicate that the number of thymic eosinophils is positively correlated with the number of mTECs.

Eosinophils express the chemokine receptor CCR3, which is the receptor for the chemokine C-C motif chemokine 11 (CCL11)/eotaxin-1 (34). RNA-seq data (GSE65617) (35) revealed that the subset of mTECs expressing a low level of MHC-II (mTEC^lo^), highly expressed *Ccl11* (Supplementary Figure 1B). Single-cell RNA-seq reanalysis of total mTECs (E-MTAB-8105) (36) also showed that *Ccl11* is predominantly expressed in Ccl21a^+^ mTECs, the mTEC subset that produces chemokines attracting SP thymocytes into the medulla and is included in mTEC^lo^ (Fig. 1E, Supplementary Figure 1C). Together, these data support the belief that the number of thymic eosinophils is regulated by mTECs through the CCL11–CCR3 chemokine axis.

### Thymic eosinophils show specific gene expression compared with eosinophils from other organs

To characterize thymic eosinophils at the gene expression level, we performed RNA-seq analysis on eosinophils sorted from the thymus, spleen, and lung (Supplementary Figure 2A). 

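Eosinophils sorted from the thymus, spleen and lung of WT mice were sequenced in 3 libraries per organ. The libraries were made with a SMART-seq kit and sequenced on an Ion Proton instrument. The authors mapped the reads to mm10 and deposited RPKM values, with 1 column per library. The paper's text and the sample labels do not say whether the replicates came from separate mice. With the annotated gene length, 5888 of the genes above 0 held a whole number of reads in each library, within a tolerance of 0.001. For the other 11179 the length was found from the values, so their reads are known only up to a factor. The library totals were 5435712, 5078766 and 6431540 reads for WT thymus, 5845403, 6022545 and 4765122 for WT spleen, and 5776962, 5485364 and 5291157 for WT lung. At these depths a value of 0 allows up to 3 reads, for counting error alone. The organs were compared with limma on log2(RPKM + 1) over the 9096 genes with an RPKM of at least 1 in at least 3 of the 9 libraries. A gene was called at an adjusted p under 0.05 and a log2 fold change above 1 in size. Genes called higher in 1 organ than in both others are named thymus-high, spleen-high and lung-high genes, and genes called lower in thymus than in both others thymus-low genes. WT spleen replicate 3 held 22.0% of its RPKM in mitochondrially encoded genes, against 1.60 to 6.02% in the other libraries. Replicate 3 of each organ deviated from its group mean together with replicate 3 of the other organs. The correlation of these deviations with those of WT spleen replicate 3, across genes that are not independent replicates, was 0.57 for WT thymus replicate 3 and 0.42 for WT lung replicate 3. These libraries are named the second batch, and replicates 1 and 2 of each organ the first batch.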

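Ccr3, the eotaxin receptor, was measured at 509 ± 23.3 (SD, n = 3) RPKM in thymic eosinophils, 929 ± 223 (SD, n = 3) in spleen and 693 ± 171 (SD, n = 3) in lung. Siglecf, the surface lectin used to sort the cells, stood at 395 ± 62, 205 ± 116 and 214 ± 3.2 RPKM, and Il5ra, the interleukin-5 receptor chain, at 61.8 ± 21.6, 44 ± 32.1 and 57.3 ± 18.5, in the same order. Prg2, which encodes the granule's major basic protein, rose in thymic eosinophils to 757 ± 151 RPKM from 93.5 ± 97.4 in spleen and 44.3 ± 7.08 in lung. Its log2 fold change was 3.48 over spleen (standard error 0.58, adjusted p = 0.0148 from limma) and 4.06 over lung (adjusted p = 0.0047). Epx, eosinophil peroxidase, was low in every organ, at 3.13 ± 2.57 RPKM in thymus, 0.592 ± 0.502 in spleen and 0.42 ± 0.249 in lung. The Epx mean moved to 1.68 without WT thymus replicate 3, to 0.348 without WT spleen replicate 1 and to 0.276 without WT lung replicate 1, and the spleen mean of Prg2 to 37.3 without WT spleen replicate 3. None of the thymus comparisons of Ccr3, Siglecf, Il5ra and Epx passed the test. Their adjusted p from limma ran from 0.146 for Epx over lung to 0.974 for Il5ra over lung. Il4 was at 42 ± 12.5 RPKM in thymus, 59.9 ± 14.3 in spleen and 61.9 ± 15.7 in lung, with an adjusted p of 0.572 for thymus against spleen, 0.467 for thymus against lung and 0.991 for lung against spleen. Il5 was at 0 in all 9 libraries. Il13 averaged 0.347, 0.162 and 0.246 RPKM, under the minimum for a test (0.194 without WT thymus replicate 2, 0.0689 without WT spleen replicate 3 and 0.154 without WT lung replicate 1). Of the 5 eosinophil-specific genes listed in the paper, 1, Prg2, was thymus-high over all genes and 2 when adjusted over the list alone, a list the study chose and so not independent evidence. In the annotation of mm10, Ccr3 (ENSMUSG00000035448) lies on chromosome 9 from 124021972 to 124031689, Prg2 (ENSMUSG00000027073) on chromosome 2 from 84980461 to 84983632 and Il4 (ENSMUSG00000000869) on chromosome 11 from 53602982 to 53618669. Prg2 lost its call over spleen without any 1 WT thymus library or without WT spleen replicate 1 or 2, with adjusted p up to 0.107.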

The expression trends of most eosinophil-specific genes, *Ccr3*, *Il5ra*, *Siglecf*, *Epx* (eosinophil peroxidase), and *Prg2* (proteoglycan 2) (37) and type 2 cytokines (*Il4, Il5, and Il13*), were shared among the eosinophils from different organs (Supplementary Figure 2B). However, the genes differentially expressed among different tissue eosinophils were also identified (Fig. 2A, Supplementary Figure 2C). 

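Of the 9096 genes tested, 99 were higher in thymic eosinophils than in both spleen and lung eosinophils and 39 were lower. Cd34, a sialomucin of progenitor cells, and Slc24a3, a cation exchanger, ranked first by the smaller of both changes. The ranking covers thymus-high genes whose groups do not overlap and whose mean RPKM in thymus is at least 10. In a single comparison 10% of genes do not overlap by chance, in either direction, and fewer where both organs must lie below thymus. Slc24a3 was at 29.8 ± 2.76 (SD, n = 3) RPKM in thymus, 1.15 ± 1.37 in spleen and 0.149 ± 0.188 in lung (log2 fold change 4.04 over spleen, standard error 0.42, adjusted p = 0.00197 from limma, and 4.75 over lung, adjusted p = 9.38e-04). Itgae, the integrin chain CD103, rose to 11.3 ± 4.93 RPKM in thymus, was at 0.0479 ± 0.0449 in spleen and was listed at 0 in lung (adjusted p = 0.00111 against spleen and 9.38e-04 against lung). Of 15 integrin genes tested, Itgae, Itgax and Itgb5 were thymus-high, and the same number when adjusted over the list alone. The thymus-low genes included Retnlg, a secreted resistin-like protein of myeloid cells, which fell to 434 ± 145 RPKM in thymus from 17306 ± 6409.6 in spleen and 17699 ± 2204 in lung (log2 fold change -5.31 against spleen, standard error 0.37, adjusted p = 2.26e-04 from limma). Ccl9, a chemokine, fell to 9.6 ± 9.29 RPKM in thymus from 202 ± 47 in spleen and 183 ± 50.1 in lung (adjusted p = 0.00211 and 0.00205). Cd34, Slc24a3, Itgae, Retnlg and Ccl9 held both calls in every refit without 1 WT library that still tested them.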

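Against spleen alone 155 genes were higher in thymus and 53 lower, against lung alone 174 and 121, and 56 genes were higher in lung than in spleen and 8 lower. Thymus and lung were digested with enzymes and spleen was mashed, so organ and preparation cannot be told apart in comparisons with spleen. The median of all genes was shifted by 0.25 (log2) in thymus over spleen and by 0.20 over lung. Upper-quartile scaling brought these shifts to 0.03 and 0.05 and the calls to 137 higher and 78 lower against spleen and 145 and 171 against lung. Quantile normalization gave 140 and 93 against spleen and 159 and 205 against lung. The 99 thymus-high genes were at a median of 1.98 (log2) over spleen in the first batch and 2.15 in the second, and of 2.19 and 1.96 over lung, with 99 of 99 above 0 in each. The 39 thymus-low genes were at -2.10 and -1.46 against spleen and -2.29 and -1.86 against lung. Both sets were chosen on these same libraries, so their direction in each batch follows from the choice and is not independent evidence. The thymus-high count was 14, 13 and 22 without WT thymus replicate 1, 2 or 3, where 29 of the 99 genes no longer reached the minimum RPKM. It was 55 without WT spleen replicate 2, 49 and 51 without WT lung replicate 1 or 2, and 150 without WT spleen replicate 3. The thymus-low count was 8, 6 and 19 without WT thymus replicate 1, 2 or 3, 19 and 17 without WT spleen replicate 1 or 2, 21 and 25 without WT lung replicate 1 or 2, and 101 without WT spleen replicate 3.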

The thymic eosinophil-specific genes included *Il1rn* (interleukin-1 receptor antagonist), *Cxcr4*, *Itgax* (integrin subunit alpha X, CD11c), *Cd34*, and *Bcl2a1d* (B cell lymphoma-2-related protein A1d). 

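Cd34 was at 212 ± 33.1 (SD, n = 3) RPKM in thymic eosinophils, 10.8 ± 9.14 (SD, n = 3) in spleen and 4.21 ± 1.17 (SD, n = 3) in lung, a log2 fold change of 4.51 over spleen (standard error 0.54, adjusted p = 0.00276 from limma) and 5.37 over lung (adjusted p = 0.00126). Il1rn, the decoy ligand that blocks interleukin-1 signalling, rose to 1236 ± 367 RPKM from 89.8 ± 23.3 in spleen and 56.6 ± 49.2 in lung (log2 fold change 3.76, standard error 0.53, adjusted p = 0.00723 over spleen and 0.00197 over lung). Itgax, which encodes CD11c, rose to 228 ± 27.4 RPKM from 23.7 ± 21.2 and 4.65 ± 1.78 (log2 fold change 3.92, standard error 0.83, adjusted p = 0.0414 over spleen and 0.00700 over lung). Cxcr4, the receptor for CXCL12, rose over spleen alone, from 39.7 ± 14.1 to 241 ± 18.2 RPKM (log2 fold change 2.62, standard error 0.30, adjusted p = 0.00211). In lung it was at 134 ± 29.9 RPKM, a log2 fold change of 0.86 for thymus over lung (adjusted p = 0.195). Its rise over spleen cannot be told apart from the enzyme digestion of thymus but not of spleen. Bcl2a1d, an anti-apoptotic member of the Bcl-2 family, was at 145 ± 92.8, 13.4 ± 8.38 and 38.4 ± 54 RPKM (adjusted p = 0.133 over spleen and 0.172 over lung), and its reads may be shared with near-identical copies such as Bcl2a1a. Bcl2a1d was called in both comparisons with the replicate number as a block (adjusted p = 0.0116 and 0.0164) and without WT lung replicate 3 (0.0127 and 0.0118). Of the 20 genes highlighted in Fig. 2A, 8 were thymus-high over all genes, 17 when adjusted over the list alone and 13 with the replicate number as a block, and the mean of all 20 was higher in thymus than in both other organs. The study chose this list on these libraries, so it is not independent evidence of their direction. In mm10, Cd34 (ENSMUSG00000016494) lies on chromosome 1 from 194938819 to 194961279, Il1rn (ENSMUSG00000026981) on chromosome 2 from 24336853 to 24351494 and Itgax (ENSMUSG00000030789) on chromosome 7 from 128129547 to 128150657. Itgax lost its call over spleen without any 1 WT thymus or WT lung library or without WT spleen replicate 2 (adjusted p up to 0.207) and over lung without WT thymus replicate 1 (0.0501), and Il1rn over spleen without WT thymus replicate 2 (0.0513). The Fig. 2A count was 2, 1 and 2 without WT thymus replicate 1, 2 or 3, 4 without WT spleen replicate 2 or WT lung replicate 1 or 2, and 15 without WT spleen replicate 3.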

GO analysis revealed that thymic eosinophil-specific genes were associated with degranulation, regulation of αβT cell activation, and positive regulation of γδT cell differentiation (Fig. 2B). By contrast, spleen and lung eosinophils were associated with different GO terms (Supplementary Figure 2D and E). 

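Fixed gene lists were used here in place of the paper's GO terms. They were set against the 99 thymus-high genes, where the study's Dunnett rule gave 279, so the counts do not test those terms. Of 13 genes of degranulation and vesicle release tested, 0 were thymus-high by limma (0 adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by voom). Their median log2 fold change was 0.50 over spleen and -0.01 over lung (adjusted p = 0.68 and 0.379 from camera). Of 16 genes of αβT cell activation and co-stimulation, 0 were thymus-high by limma (2 adjusted over the list alone, 4 at an unadjusted p under 0.05 and 0 by voom), with adjusted p = 0.293 and 0.945 from camera over spleen and lung. Of 10 genes of γδT cell differentiation, Lck and Tcf7 were thymus-high (2 adjusted over the list alone) and Id3, a transcriptional inhibitor, was lung-high, a call lost against spleen with the replicate number as a block (adjusted p = 0.0627). The thymus-high count of this list was 0 without any 1 WT thymus library, WT spleen replicate 1 or 2 or WT lung replicate 1 or 2, and 1 without WT spleen replicate 3. Id3 lost its call over spleen without any 1 of the 9 WT libraries (adjusted p up to 0.236) and over thymus without any but WT spleen replicate 3 (adjusted p up to 0.184). The list's median was 0.49 over spleen (adjusted p = 0.0319 from camera, adjusted p = 0.503 with an estimated correlation) and -0.09 over lung (adjusted p = 0.873). Of 8 markers of thymocytes and T cells tested, Cd3e, Cd3g, Cd8b1, Lck, Lat and Tcf7 were thymus-high (6 adjusted over the list alone), at a median of 3.33 RPKM in thymus, 0.257 in spleen and 0.208 in lung. The list holds 20 genes, and the filter keeps a gene found in thymus alone only where all 3 WT thymus libraries reach it, which favours called genes. Camera gave adjusted p = 1.82e-05 over spleen and 1.95e-06 over lung, and adjusted p = 0.293 and 0.319 with an estimated correlation. Lck, the kinase next to the T cell receptor, was at 5.01 ± 2.67 (SD, n = 3) RPKM in thymus, 0.268 ± 0.17 in spleen and 0.24 ± 0.296 in lung (adjusted p = 0.0179 and 0.0122). Dntt, the polymerase that adds bases to rearranging receptor genes, was at 4.62 ± 2.58 RPKM in thymus and listed at 0 in spleen and lung (adjusted p = 0.00351 and 0.0028). Dntt and Cd8b1 were the 2 of 4 double-positive thymocyte markers called thymus-high, a count of 0 without any 1 WT thymus library and 1 without WT spleen replicate 1 or 2 or any 1 WT lung library. Of 11 genes of T cell receptor signalling, Cd3e, Cd3g, Lck, Lat and Cd8b1 were thymus-high (5 adjusted over the list alone). Camera gave adjusted p = 0.00198 over spleen and 0.0274 over lung, and adjusted p = 0.351 and 0.569 with an estimated correlation. This list's count was 0 without any 1 WT thymus library or WT lung replicate 1 or 2, and 2 and 1 without WT spleen replicate 1 or 2. The T cell marker count was 0 without any 1 WT thymus library, where Lat lost its call over spleen (adjusted p up to 0.19) and the other 5 no longer reach the minimum RPKM in 3 libraries, 0 without WT lung replicate 1 or 2, 3 without WT lung replicate 3, and 2 and 1 without WT spleen replicate 1 or 2.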

Spleen eosinophil-specific genes were limited. 

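Of the 9096 genes tested, 7 were higher in spleen eosinophils than in both thymic and lung eosinophils by limma. Ly6d, a surface protein of early B lineage cells, rose to 14.2 ± 1.08 (SD, n = 3) RPKM in spleen from 3.47 ± 0.972 in thymus and 0.654 ± 0.164 in lung. Its log2 fold change was -1.79 for thymus against spleen (standard error 0.26, adjusted p = 0.00842) and -3.20 for lung against spleen (adjusted p = 5.09e-04). Of 4 B cell markers tested, Fcer2a and Blk were spleen-high over all genes and 4 when adjusted over the list alone. Fcer2a, the low-affinity IgE receptor of B cells, was at 1.82 ± 0.693 RPKM in spleen, and Blk, a kinase of the B cell receptor, at 1.41 ± 0.193. The B cell markers gave adjusted p = 0.0257 for thymus against spleen and adjusted p = 0.027 for lung against spleen with an estimated correlation. Vcam1, an adhesion molecule of splenic red pulp macrophages, was the 1 spleen-high gene of 13 macrophage and monocyte markers, at 5.87 ± 2.5 RPKM. The 7 genes were 25 at an unadjusted p under 0.05. The count was 1, 1 and 2 without WT thymus replicate 1, 2 or 3, 1 and 2 without WT spleen replicate 1 or 2, and 1, 1 and 3 without WT lung replicate 1, 2 or 3. Ly6d lost its call against thymus without WT thymus replicate 2 (adjusted p = 0.0729), and the B cell marker count was 0 without WT thymus replicate 1 or 2, WT spleen replicate 1 or 2 or any 1 WT lung library, and 1 without WT thymus replicate 3.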

Lung eosinophils express genes associated with vascular formation. 

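Of the 9096 genes tested, 39 were higher in lung eosinophils than in both thymic and spleen eosinophils by limma. Of 10 genes of vascular development tested, 5 were lung-high (Eng, Sox18, Sox7, Acvrl1 and Epas1; 5 adjusted over the list alone). Eng, a co-receptor for TGF-β on endothelial cells, rose to 2.56 ± 0.671 (SD, n = 3) RPKM in lung from 0.0168 in thymus and 0.0313 in spleen (log2 fold change 1.77 for lung against spleen, standard error 0.21, adjusted p = 0.00531, and adjusted p = 0.00205 against thymus). The transcription factors Sox18 and Sox7 were at 1.55 ± 0.515 and 1.4 ± 0.43 RPKM in lung and listed at 0 in thymus and spleen. The vascular genes gave adjusted p = 4.27e-08 from camera for thymus against lung (adjusted p = 0.0961 with an estimated correlation) and 3.98e-10 for lung against spleen (adjusted p = 0.0462 with an estimated correlation). Markers of endothelial cells rose in the same libraries. Of 10 tested, 7 were lung-high (Cldn5, Esam, Egfl7, Plvap, Ramp2, Tmem100 and Lyve1; 8 adjusted over the list alone), at a median of 6.80 RPKM in lung, and the list gave adjusted p = 0.027 for lung against spleen and 0.0733 for thymus against lung with an estimated correlation. Plvap, a component of endothelial fenestrae, was at 11.7 ± 9.06 (SD, n = 3) RPKM in lung and Cldn5, a tight junction protein, at 7.84 ± 4.96, and both were listed at 0 in thymus and spleen. Of 5 lung epithelial markers tested, Scgb1a1 and Sftpc, products of club and alveolar type II cells, were lung-high (2 adjusted over the list alone). Scgb1a1 was at 37.3 ± 18.4 (SD, n = 3) RPKM in lung (adjusted p = 2.07e-04 and 2.02e-04) and Sftpc at 22.7 ± 27, and both were listed at 0 in the other organs. Of 4 fibroblast markers, Sparc and Inmt were lung-high (3 adjusted over the list alone). The fibroblast count was 1 without any 1 WT thymus library, WT spleen replicate 1 or 2 or WT lung replicate 1 or 3. Eng, Plvap, Cldn5 and Scgb1a1 held their calls in every refit without 1 WT library that still tested them. The lung-high count was 22, 23 and 23 without WT thymus replicate 1, 2 or 3, 13 and 12 without WT spleen replicate 1 or 2, and 1, 4 and 2 without WT lung replicate 1, 2 or 3, where 34 of the 39 genes no longer reached the minimum RPKM. The vascular count was 1, 1 and 2 without WT thymus replicate 1, 2 or 3, 1 without WT spleen replicate 1 or 2 and 0 without any 1 WT lung library, and the endothelial count was 0 without any 1 WT lung library.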

As the small intestine is also known to be an eosinophil-rich organ and a dataset of RNA-seq of small intestinal eosinophils and bone marrow eosinophils is available (38); GSE185070), we examined the expression of thymic eosinophil-specific genes in these two types of eosinophils (Supplementary Figure 2F). Small-intestinal eosinophils highly expressed several thymic eosinophil-specific genes including *Il1rn* and *Itgax*, but expressed another set of genes (e.g. *Fth1*, *Prg2*, *Hmgn2*, and *Gm*) to the same extent as bone marrow eosinophils, indicating that thymic and small-intestinal eosinophils are partially similar, but not identical, in gene expression. These data suggest that thymic eosinophils have specific characteristics and may be closely related to T cell selection and differentiation.

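Of the other fixed lists on T cells and eosinophil function, thymic eosinophils had 1 of 6 granule protein genes (Prg2; 3 adjusted over the list alone) and 1 of 16 lineage and receptor genes (Ltc4s, leukotriene C4 synthase; 1) among the thymus-high genes. Of the granule genes 0 were thymus-low by limma (2 adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 by voom), and Ear1 and Ear2 were with the replicate number as a block. From the genes higher in thymic eosinophils, their GO terms and a comparison with eosinophils of the small intestine, the paper proposes that thymic eosinophils have specific characteristics and may be closely tied to the selection and differentiation of T cells.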

**Figure 2.**
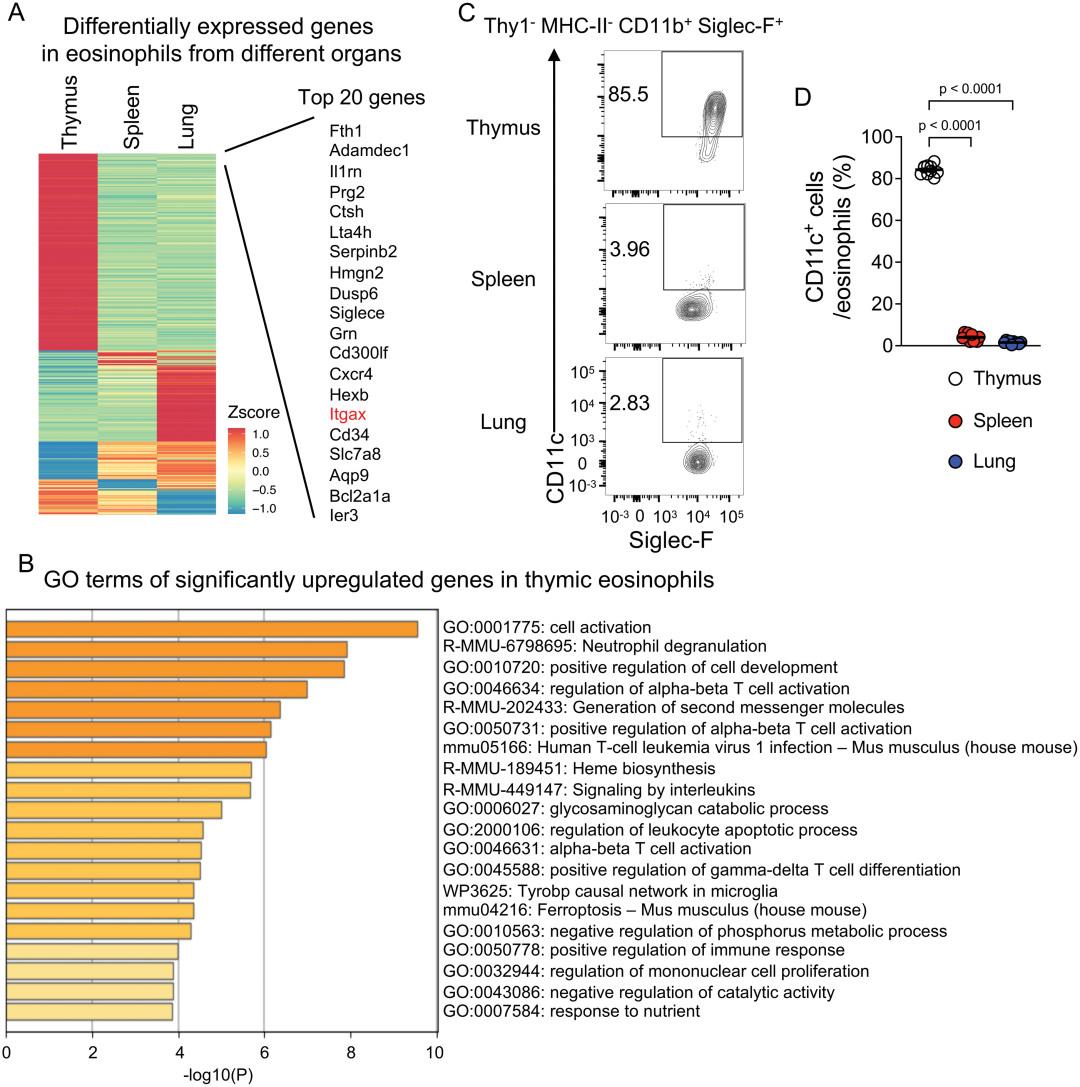
Thymic eosinophils show distinct gene expression compared with eosinophils from other organs. (A) Heatmap of differentially expressed genes (*P* < 0.05 using one-way analysis of variance with Dunnett’s multiple comparison test and fold change [FC] > 2 or < 0.5). Twenty genes with the highest expression are highlighted. The values are Z-scores of the means of reads per kilobase per million (RPKM) in the sorted eosinophils from each organ (*n* = 3 each). (B) GO analysis of genes significantly upregulated in thymic eosinophils compared with both spleen and lung eosinophils. (C) Flow cytometry analysis of eosinophils from indicated organs. Representative contour plots for Siglec-F and CD11c of gated eosinophils (Thy1^−^ MHC-II^−^ CD11b^+^ Siglec-F^+^) are shown. (D) The frequency of CD11c^+^ cells in the eosinophil population from the indicated organs (*n* = 10 each). Circles indicate individual mice and bars indicate the mean ± SEM.

To detect the characteristics of thymic eosinophils, the expression of cell surface proteins was examined by flow cytometry. As the RNA-seq results indicated (Fig. 2A), the expression of CD11c (encoded by *Itgax*) was significantly higher in thymic eosinophils than in other tissue-resident eosinophils (Fig. 2C and D), consistent with previous study (13). Thereafter, this study used CD11c as a cell surface marker of thymic eosinophils.

### CD11c^+^ thymic eosinophils are not detected in Rag-KO mice

Our RNA-seq data suggested that thymic eosinophils may be associated with T cell selection and differentiation in the thymus (Fig. 2B). A recent study showed that the development of thymocytes is important for the heterogeneity of cTECs, while they are required for the development of thymocytes (39). To clarify whether such crosstalk exists between thymic eosinophils and the development of thymocytes, mutant mouse strains with abnormal T cell development, *Rag*^−*/*−^ or *Rag2*^−*/*−^ (Rag-KO) and *Tcra*^−*/*−^ (TCRα-KO) (24–26), were analysed. Thymocyte differentiation in Rag-KO mice is arrested in the DN stage, whereas that in TCRα-KO mice is arrested in the DP stage. Flow cytometry analysis revealed that the proportion of thymic eosinophils was significantly decreased in Rag-KO and TCRα-KO mice, likely reflecting the decreased mTECs in these mice (Fig. 3A and B, Supplementary Figure 3A). The proportion of CD11c^+^ eosinophils, however, was markedly decreased in Rag-KO mice but almost unaltered in TCRα-KO mice (Fig. 3C and D). These results indicate that DP thymocytes, which develop in TCRα-KO but not in Rag-KO mice, may have a crucial role in controlling thymic eosinophils.

**Figure 3.**
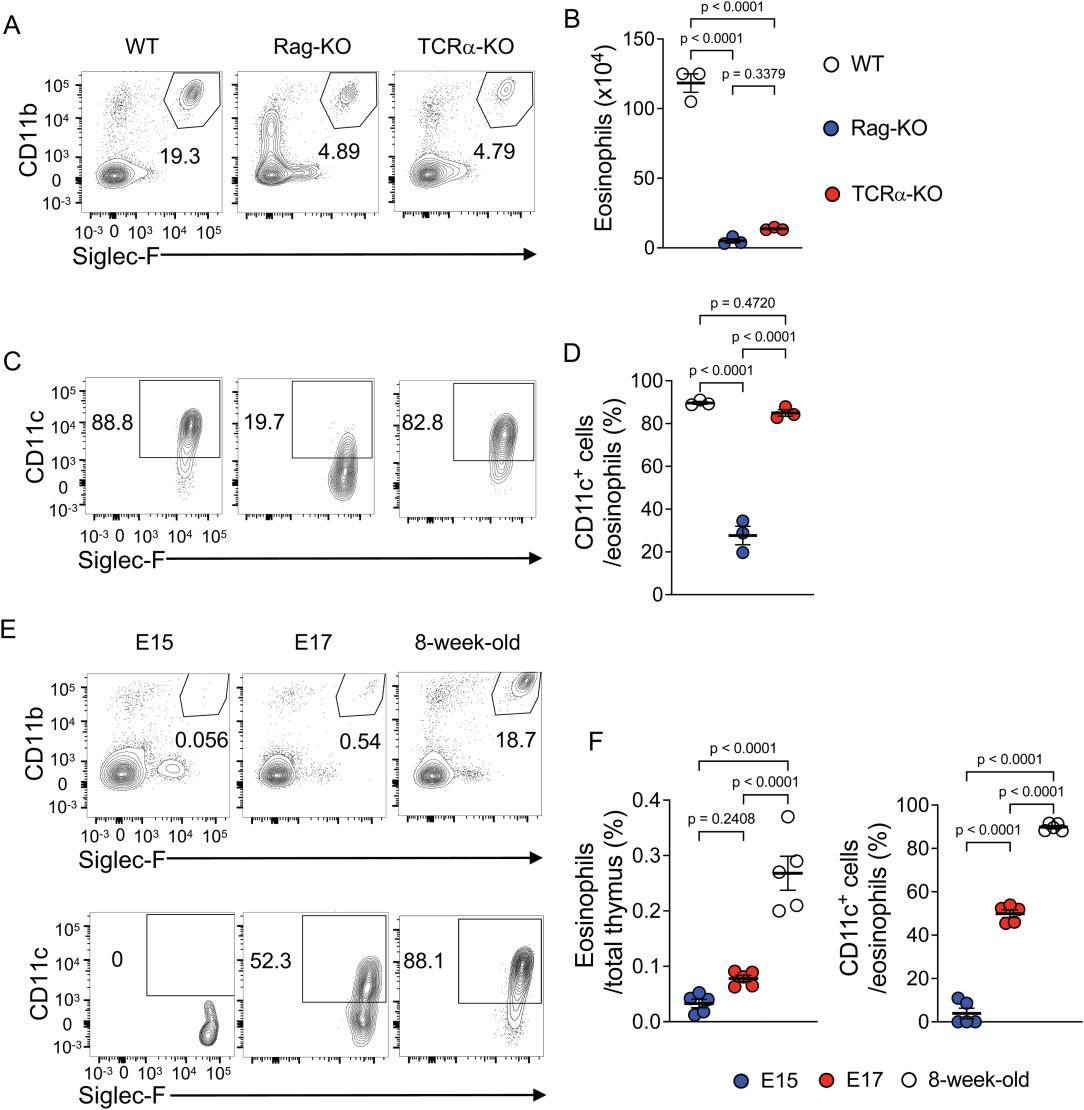
Thymic eosinophils lost CD11c expression in Rag-KO mice. (A and C) Flow cytometry analysis of eosinophils from WT, Rag-KO, and TCRα-KO mice. Representative contour plots for Siglec-F and CD11b of the Thy1^−^ MHC-II^−^ population (A) and for Siglec-F and CD11c of gated eosinophils (Thy1^−^ MHC-II^−^ CD11b^+^ Siglec-F^+^) (C) are shown. (B and D) The number of eosinophils (B) and the frequency of CD11c^+^ cells in the eosinophil population (D) from the indicated mice (*n* = 3 each). (E) Flow cytometry analysis of eosinophils from E15, E17, and 8-week-old mice. Representative contour plots for Siglec-F and CD11b of the Thy1^−^ MHC-II^−^ population (upper) and for Siglec-F and CD11c of gated eosinophils (Thy1^−^ MHC-II^−^ CD11b^+^ Siglec-F^+^) (lower) are shown. (F) The number of eosinophils (left) and the frequency of CD11c^+^ cells in the eosinophil population (right) from the indicated mice (*n* = 5 each). Circles indicate individual mice and bars indicate the mean ± SEM.

These mice have developmental defects not only in conventional T lineage cells but also in other cell lineages. Rag-KO and TCRα-KO mice showed reduced development of TECs because of the loss of SP thymocytes expressing RANKL and CD40L. To determine whether mTECs influence the phenotype of thymic eosinophils, we evaluated mTEC-deficient mice (RANK-cKO/CD40-KO) and mice with increased mTECs (OPG-cKO). Neither RANK-cKO/CD40-KO nor OPG-cKO mice showed marked changes in the proportion of CD11c^+^ eosinophils (Supplementary Figure 3B). Thymic eosinophils sorted from these mice do not show significant changes in thymic eosinophil-specific gene expression (Supplementary Figure 3C). Furthermore, *Psmb11*^*G220R*^ (*TN*), a naturally occurring mutant strain that specifically lacks cTECs (27), showed a slight decrease in the proportion of CD11c^+^ eosinophils compared with WT mice (Supplementary Figure 3D), but not as prominent as Rag-KO mice. These results indicate that DP thymocytes rather than TECs are important for the regulation of thymus-specific gene expression in eosinophils.

During thymic ontogeny in WT mice, CD11b^+^ Siglec-F^+^ eosinophils were detected in the thymus at embryonic day 15 (E15) and their number increased thereafter. CD11c^+^ thymic eosinophils were barely detectable at E15 but were increased (about 50% of total thymic eosinophils) at E17 (Fig. 3E and F). This increase in CD11c^+^ thymic eosinophils coincided with the development of DP thymocytes from DN thymocytes, which occurs around E16 (40). This also supports the hypothesis that DP thymocytes promote the expression of CD11c in thymic eosinophils. Taken together, these data show that DP thymocytes play a pivotal role in the generation of thymic eosinophils.

### Enforced differentiation of DP thymocytes in Rag-KO mice induces thymic eosinophils

To determine whether the differentiation of DP thymocytes can control thymic eosinophils, we utilized an *in vivo* experimental system, in which anti-CD3 antibody (clone: 2C11) was injected intraperitoneally into Rag-KO mice to stimulate pre-TCR signalling that induces differentiation towards DP thymocytes (Fig. 4A) (41). Ten days after the administration of anti-CD3 antibody, DP thymocytes were differentiated in Rag-KO mice (Fig. 4B). Under this condition, the proportion of CD11c^+^ cells in thymic eosinophils was significantly increased, while the control antibody had no effect (Fig. 4C and D). The number of eosinophils tended to increase but did not reach significance, and the number of mTECs did not change (Supplementary Figure 4), consistent with the findings that the number of thymic eosinophils is controlled by mTECs. 

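Thymic eosinophils were sorted from Rag-KO mice 10 days after injection of 200 µg control hamster IgG or anti-CD3 antibody. There were 2 libraries of each kind, and replicate 2 of Rag-KO + control came from a Rag1-/- mouse while the other 3 were Rag2-/-. Rag1 was at 2.02 ± 1.25 (SD, n = 3) RPKM in WT thymus, 0.0884 ± 0.0911 (SD, n = 2) in Rag-KO + control and 1.5 ± 0.166 (SD, n = 2) in Rag-KO + anti-CD3. By library it was 0.153 and 0.024 in Rag-KO + control 1 and 2, and Rag2 was 0.0492 and 0.0925. Rag2 was at 0.519 ± 0.301 RPKM in WT thymus and 0.137 ± 0.121 in Rag-KO + anti-CD3. The authors made and deposited these RPKM values as for the WT libraries. The library totals were 5941441 and 6315086 reads for Rag-KO + control and 5259827 and 5713043 for Rag-KO + anti-CD3. limma was fitted to all 13 libraries in 5 groups, with 1 shared estimate of the spread, over the 9763 genes with an RPKM of at least 1 in at least 2 libraries. Rag-KO + control replicate 2 deviated from its group together with the second batch of WT libraries (correlation across genes with WT spleen replicate 3, 0.46) and is counted in that batch. The deviations of the Rag-KO + anti-CD3 libraries, which mirror each other in a group of 2, do not show their batch, and both were put in the first by assumption. The Y-linked genes Eif2s3y, Ddx3y and Uty were called higher in Rag-KO + anti-CD3 than in Rag-KO + control (adjusted p = 0.0413, 0.0318 and 0.0294). Eif2s3y was at 23.6 and 19.2 RPKM in the Rag-KO + anti-CD3 libraries, at 4.03 and 0 in the Rag-KO + control libraries and at 0 in every WT library.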

To evaluate the effect on gene expression, RNA-seq analysis was performed on thymic eosinophils sorted from Rag-KO mice injected with control or anti-CD3 antibodies. The thymus-specific gene expression signature was lost in Rag-KO mice (Fig. 4E). 

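The 99 thymus-high genes were lower in thymic eosinophils of Rag-KO + control than in those of WT mice, by a median log2 fold change of -1.51, with 95 of 99 below 0. Of these genes 36 were called lower over all genes by limma and 72 when adjusted over the list alone. Camera gave p = 2.64e-86 for the set and p = 2.12e-05 with an estimated correlation. Rag-KO + control kept a median of 28.6% of the WT thymus difference from spleen and lung, and 74 of the 99 genes kept under 50%. Itgae fell to 0.219 ± 0.31 (SD, n = 2) RPKM from 11.3 ± 4.93 (SD, n = 3) in WT thymus (log2 fold change -3.26, standard error 0.36, adjusted p = 0.00127 from limma), a call held in every refit without 1 library. Cd34 fell to 18.5 ± 16.1 RPKM (log2 fold change -3.74, standard error 0.65, adjusted p = 0.0172), a call lost without any 1 WT thymus library or Rag-KO + control replicate 2 (adjusted p up to 0.295). Itgax was at 28.7 ± 27 RPKM (log2 fold change -3.32, adjusted p = 0.161) and Il1rn at 302 ± 189 (log2 fold change -2.15, adjusted p = 0.153). The 39 thymus-low genes moved the other way, with a median of 1.19 and 39 of 39 above 0 (12 called higher, 20 adjusted over the list alone), a set chosen on the same WT thymus libraries. In a check added after this result was seen, thymus-low genes chosen without WT thymus replicate 1, 2 or 3 and measured against it had medians of 1.21, 1.90 and 1.51 for 8, 6 and 19 genes. Among them, Ccl9 rose to 544 ± 84.2 (SD, n = 2) RPKM (log2 fold change 6.02, standard error 0.52, adjusted p = 3.96e-04). Of 11 T cell markers 2 were called lower (Lck and Cd8b1; 8 adjusted over the list alone), with adjusted p = 1.50e-14 from camera, adjusted p = 0.144 with an estimated correlation. The thymus-high genes were chosen on the same WT thymus libraries, so genes were also chosen without 1 of these libraries and measured against it. The medians were then -2.32, -2.46 and -1.81 for 14, 13 and 22 genes with WT thymus replicate 1, 2 or 3 left out. Within batches the median of the 99 genes was -1.36 in the first (1 control library against 2 WT) and -1.50 in the second (1 against 1).

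**Figure D1:**
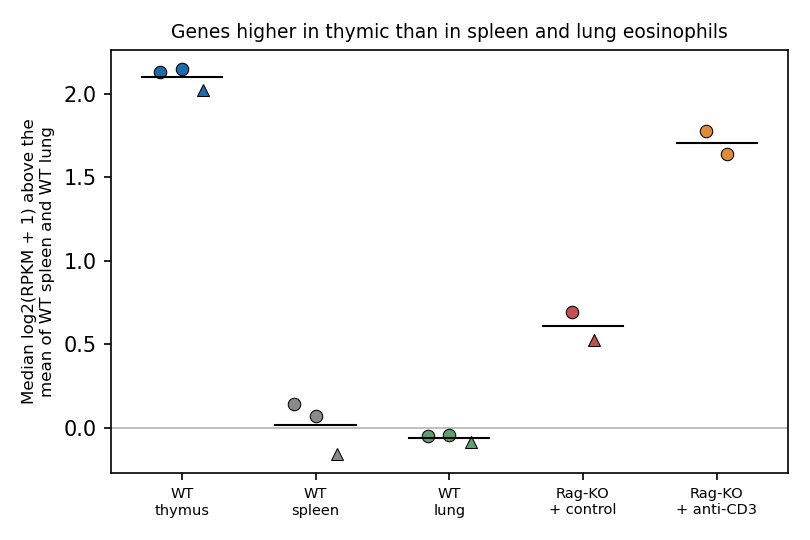
Median log2 level of the 99 thymus-high genes above their mean in WT spleen and lung, for each of the 13 libraries. Circles are libraries of the first batch, triangles those of the second, and lines are group means. WT thymus libraries lie at 2.13, 2.15 and 2.02, Rag-KO + control at 0.69 and 0.53, and Rag-KO + anti-CD3 at 1.77 and 1.64.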

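Over all genes, 49 were higher and 57 lower in Rag-KO + control than in WT thymus. With the batch as a term, chosen after seeing the data, these counts were 125 and 105. Without WT thymus replicate 1 or 2 the counts were 24 and 22 higher and 15 and 19 lower, without WT spleen replicate 3 118 and 116, and without Rag-KO + control replicate 2 12 and 3. Without Rag-KO + control replicate 1, 120 genes were higher. Of the 20 genes of Fig. 2A, 19 were below 0, at a median of -1.20 (2 called lower, 8 adjusted over the list alone), a list the study chose on these WT libraries and so not independent evidence.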

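The 99 thymus-high genes were higher in Rag-KO + anti-CD3 than in Rag-KO + control by a median log2 fold change of 0.97, with 89 above 0. Of these genes 2 were called higher over all genes by limma and 43 when adjusted over the list alone, and camera gave p = 2.81e-52, or p = 1.38e-04 with an estimated correlation. Against WT thymus their median was -0.46, with 83 below 0, and camera gave p = 3.53e-22, or p = 0.00257 with an estimated correlation. None of the 99 was called different from WT by limma over all genes (8 lower adjusted over the list alone, 11 lower at an unadjusted p under 0.05, 0 by voom). These genes were chosen on the same WT thymus libraries, and genes chosen without 1 of them and measured against it had medians of -0.38, -0.81 and -0.53 with WT thymus replicate 1, 2 or 3 left out. The Rag-KO + anti-CD3 libraries kept a median of 76.7% of the WT thymus difference. Cd34 was at 167 ± 17.8 (SD, n = 2) RPKM in Rag-KO + anti-CD3 and 18.5 ± 16.1 in Rag-KO + control (log2 fold change 3.40, standard error 0.71, adjusted p = 0.121 from limma). Itgax was at 195 ± 1.34 RPKM (adjusted p = 0.478), Siglece, an inhibitory lectin, at 275 ± 11.2 (adjusted p = 0.0836) and Itgae at 3.36 ± 1.54 (adjusted p = 0.144). Of the 10 genes of Fig. 4F, 10 were above 0, at a median of 2.65, and 0 were called over all genes by limma (8 adjusted over the list alone, 8 at an unadjusted p under 0.05, 0 by voom). The study chose this list on these libraries, so it is not independent evidence of their direction. With the 9 libraries of the first batch alone, a setting chosen after seeing the data that leaves 1 control library and rests on the assumed batch of Rag-KO + anti-CD3, Cd34 and Itgax were called higher (adjusted p = 0.00944 and 0.0186).

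**Figure D2:**
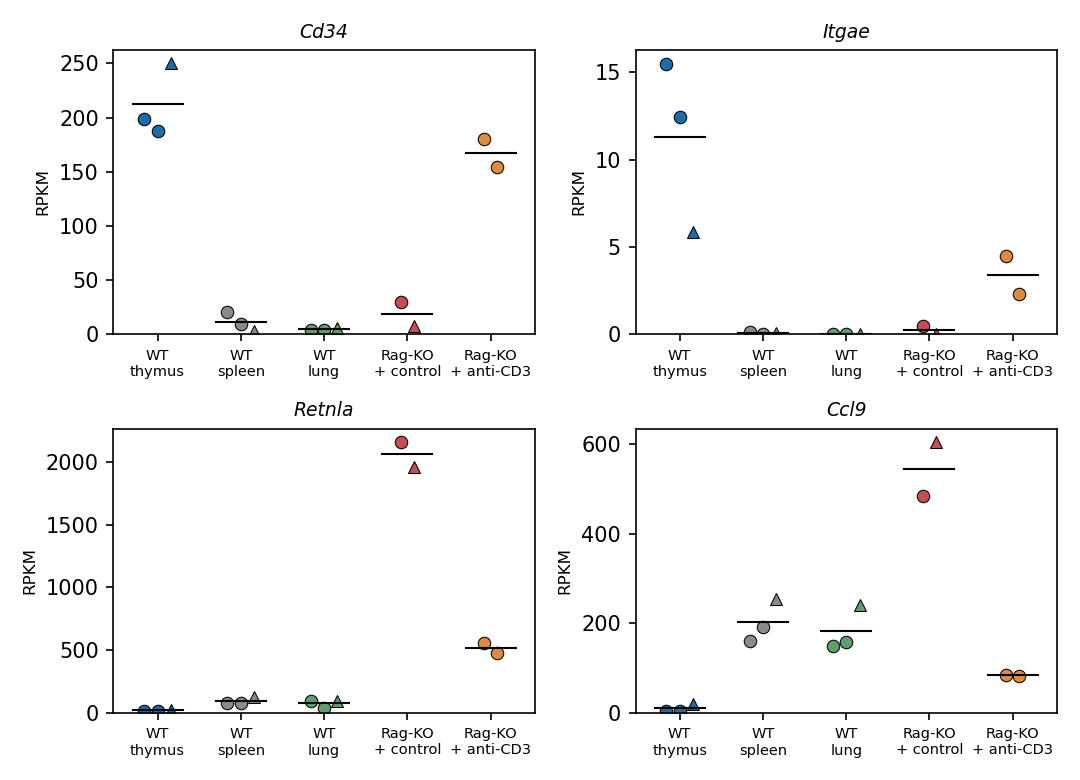
RPKM of Cd34, Itgae, Retnla and Ccl9 in each of the 13 libraries. Circles are libraries of the first batch, triangles those of the second, and lines are group means. Mean Cd34 is 212 RPKM in WT thymus, 18.5 in Rag-KO + control and 167 in Rag-KO + anti-CD3, and mean Ccl9 is 9.6, 544 and 83.8.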

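Of the 57 genes lower in Rag-KO + control than in WT thymus, 56 were higher in Rag-KO + anti-CD3 than in Rag-KO + control and 48 had recovered over 50% of the difference, with a median recovered share of 72.1% (quartiles 58.0 and 83.0). Of these 57 genes, Cd8b1 and Olfm4 were called higher over all genes (44 when adjusted over the list alone), and 0 were called different from WT thymus by limma (11 lower at an unadjusted p under 0.05, 0 by voom). Olfm4, a secreted glycoprotein of granulocytes, was at 5.17 ± 1.5 RPKM in Rag-KO + anti-CD3 against 0.578 ± 0.572 in Rag-KO + control (log2 fold change 1.99, standard error 0.33, adjusted p = 0.0478 from limma). Of the 49 genes higher in Rag-KO + control, 46 were lower in Rag-KO + anti-CD3, at a median recovered share of 71.8%. The 49 genes with the largest rises in simulated data with no effect, called or not, gave 59.9%. Among the 49 genes of the data, 8 were called lower over all genes (39 adjusted over the list alone), while 4 were still called different from WT thymus. Tppp3, a microtubule-binding protein, was at 94.6 ± 19.1 (SD, n = 2) RPKM in Rag-KO + control and 2.44 ± 2.37 in Rag-KO + anti-CD3 (log2 fold change -4.98, standard error 0.73, adjusted p = 0.0294), a call lost in refits without any 1 WT thymus or WT lung library, WT spleen replicate 1, Rag-KO + control replicate 2 or either Rag-KO + anti-CD3 library (adjusted p up to 0.289). Among the 39 thymus-low genes the median was -0.72, with 37 below 0 (1 called lower, 11 adjusted over the list alone, p = 0.00769 from camera with an estimated correlation), and against WT thymus it was 0.42 with 33 above 0 (3 called higher). The set was chosen on the same WT thymus libraries, and in a check added after this result was seen, thymus-low genes chosen without WT thymus replicate 1, 2 or 3 had medians of 0.77, 1.11 and 0.31 against it. Of 11 T cell markers 1, Cd8b1, was called higher (7 adjusted over the list alone), with adjusted p = 3.11e-16 from camera, adjusted p = 0.102 with an estimated correlation. Both comparisons share the Rag-KO + control libraries. In simulated data with no effect at all, the 57 genes with the largest falls in Rag-KO + control, called or not, gave a median recovered share of 60.9%. The observed shares are of called genes, so the simulated shares are not their expected values without an effect. At an unadjusted p under 0.05, 101 genes were lower and then higher, against 29.1 with no effect and 2.67 for independent lists. The fold changes of both comparisons had a covariance of 0.271, sign reversed, against 0.129 with no effect, and part of the excess may come from the shared controls, which 2 libraries do not allow to be split.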

Interestingly, most of the altered gene expression was restored in thymic eosinophils from anti-CD3-injected Rag-KO mice (Fig. 4E and F). These results indicate that the enforced differentiation of DP thymocytes induces the phenotype of thymic eosinophils *in vivo*.

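Over all genes, 5 were higher in Rag-KO + anti-CD3 than in Rag-KO + control by limma (Eif2s3y, Ddx3y, Uty, Cd8b1 and Olfm4) and 8 were lower, against 135 and 220 at an unadjusted p under 0.05. Cd8b1, which encodes a chain of the CD8 co-receptor of thymocytes, was at 7.94 ± 1.8 (SD, n = 2) RPKM in Rag-KO + anti-CD3 and 0.0567 ± 0.0803 in Rag-KO + control (log2 fold change 3.07, standard error 0.50, adjusted p = 0.0478, up to 0.622 in refits without 1 library). Against WT thymus, 7 genes were higher in Rag-KO + anti-CD3 and 1, Egr1, an immediate early transcription factor, was lower. The 7 include the Y-linked genes Eif2s3y, Ddx3y and Uty (adjusted p = 0.00271, 0.00258 and 0.00284 from limma). Their highest level in a WT library was 0, 0.0409 and 0 RPKM, so a difference in sex from the WT libraries may enter this count. Quantile normalization gave 11 higher and 9 lower than Rag-KO + control. With the batch as a term, chosen after seeing the data and resting on the assumed batch of Rag-KO + anti-CD3, 14 were higher and 15 lower, and by voom 0 and 0. The higher calls were 0 without WT thymus replicate 2, WT spleen replicate 1 or 2, any 1 WT lung library or either Rag-KO + anti-CD3 library, 1 without WT thymus replicate 1, 2 without WT thymus replicate 3 or Rag-KO + control replicate 2, 30 without WT spleen replicate 3 and 23 without Rag-KO + control replicate 1. The lower calls were 0 without WT thymus replicate 1 or 2, any 1 WT lung library, Rag-KO + control replicate 2 or either Rag-KO + anti-CD3 library, 1 without WT spleen replicate 1, 5 without WT spleen replicate 2, 28 without WT spleen replicate 3 and 68 without Rag-KO + control replicate 1. The median of the 99 thymus-high genes was 0.81 against Rag-KO + control replicate 1 alone and 1.16 against replicate 2 alone, so it was above 0 against the control of either batch. Each value rests on 1 control library, and a separate batch of the Rag-KO + anti-CD3 libraries is not covered. The paper rests on its own signature genes, lost in Rag-KO mice and restored after anti-CD3 antibody, and on the rise of CD11c+ eosinophils. It also shows DP thymocytes after the antibody, with mTEC numbers that did not change. In other mice it found CD11c+ eosinophils almost unaltered in TCRα-KO mice, which hold DP thymocytes, and rising in the embryo as DP thymocytes develop. From these it concludes that enforced differentiation of DP thymocytes induces the phenotype of thymic eosinophils.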

**Figure 4.**
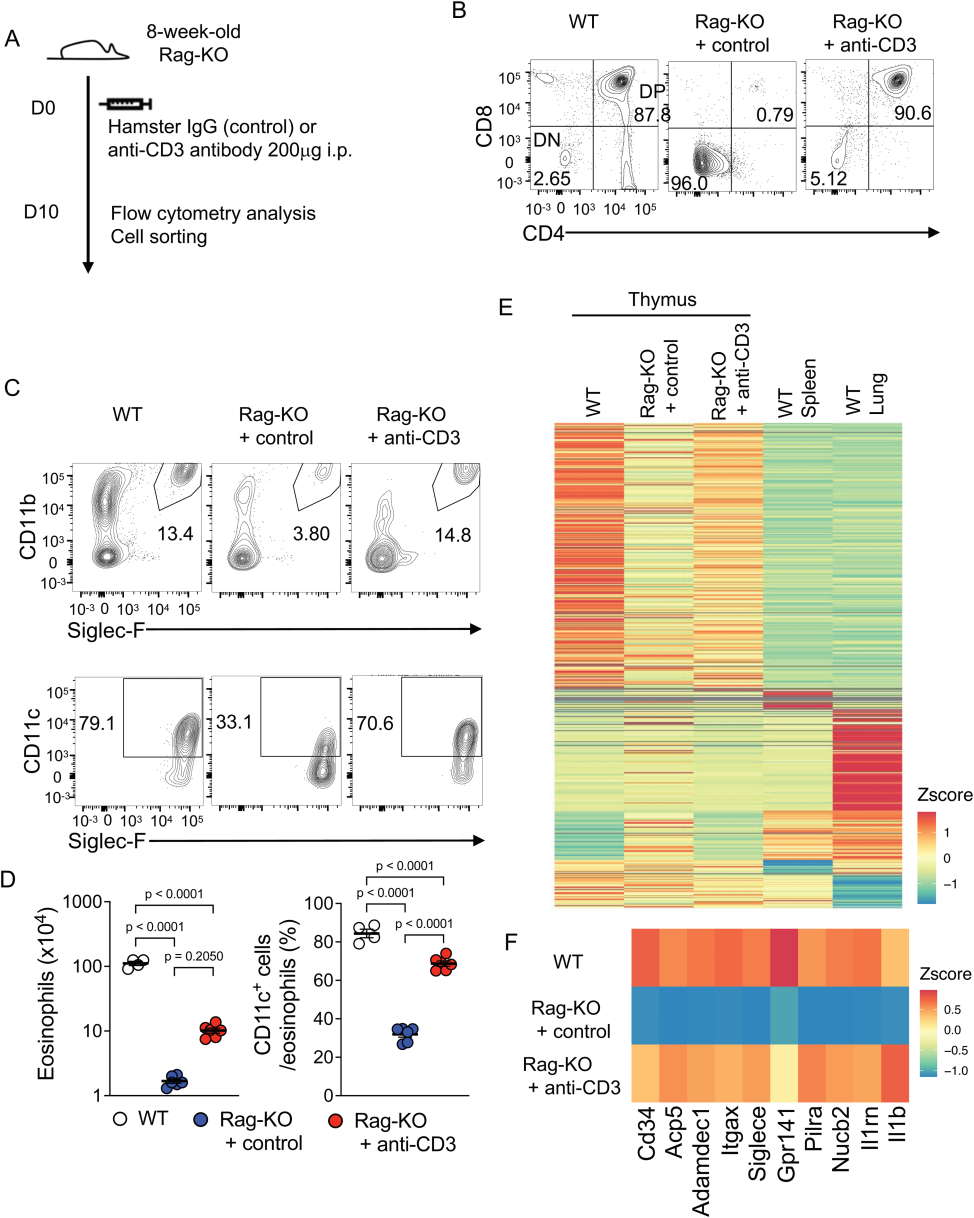
*In vivo* induction of DP thymocytes in Rag-KO mice rescued the thymic eosinophil-specific gene signature. (A) A schematic of the experiment. Eight-week-old Rag-KO mice were injected intraperitoneally (i.p.) with 200 μg hamster IgG (control) or anti-CD3 antibody. On day 10, mice were sacrificed. (B) Flow cytometry analysis of eosinophils from WT, Rag-KO mice injected with control (Rag-KO + control), and Rag-KO mice injected with anti-CD3 antibody (Rag-KO + anti-CD3). Representative contour plots for CD8 and CD4 of 7AAD^−^ live cells are shown. (C) Flow cytometry analysis of eosinophils from WT, Rag-KO + control, and Rag-KO + anti-CD3 mice. Representative contour plots for Siglec-F and CD11b of the Thy1^−^ MHC-II^−^ population (upper) and for Siglec-F and CD11c of gated eosinophils (Thy1^−^ MHC-II^−^ CD11b^+^ Siglec-F^+^) (lower) are shown. (D) The number of eosinophils (left) and the frequency of CD11c^+^ cells in the eosinophil population (right) from the indicated mice. Circles indicate individual mice and bars indicate the mean ± SEM. WT: *n* = 4, Rag-KO + control: *n* = 5, Rag-KO + anti-CD3: *n* = 5. (E and F) Heatmap of differentially expressed genes (the same as indicated in Fig. 2A) (E) and top 10 rescued genes by anti-CD3 treatment of Rag-KO mice (F). The values are Z-scores of the means of RPKM in each condition. WT: *n* = 3, Rag-KO + control: *n* = 2, Rag-KO + anti-CD3: *n* = 2.

## Discussion

In this study, we focused on the characteristics and developmental mechanisms of thymic eosinophils. Histological and flow cytometry analyses of mutant mice with altered TEC development showed that the number of thymic eosinophils was positively correlated with the number of mTECs. RNA-seq analysis revealed a unique gene expression signature in thymic eosinophils that differed from other tissue-resident eosinophils. Analysis of KO mice with defects in different stages of thymocyte development showed that DP thymocytes may play a pivotal role in the induction of a specific gene signature in thymic eosinophils.

Recent studies have paid attention to the concept of tissue-resident eosinophils, in which the nature and function of eosinophils differ by organ (6–8). However, such different subpopulations of eosinophils have been poorly characterized at the molecular level. This study revealed the gene expression profile of eosinophils across various tissues, supporting the idea that tissue-resident eosinophils have different characteristics. Compared with other tissue-resident eosinophils, thymic eosinophils highly express genes associated with γδT cell differentiation and αβT cell activation, suggesting their unique roles in the regulation of T lineage cells.

This study revealed the cell types that are essential for the regulation of thymic eosinophils. Our data suggest that mTECs are the major determinant of the number of thymic eosinophils, and this regulation may mediate the migration of eosinophils into the thymic medulla. RNA-seq data of a previous study (35) showed that mTEC^lo^ cells highly express *Ccl11*, also known as eotaxin-1, which is the main chemoattractant for eosinophils (42). A previous study also showed that no eosinophils are detectable in the thymus of mice lacking CCR3 (17), a chemokine receptor for CCL11, indicating that the CCL11–CCR3 axis is important for eosinophil distribution in the thymus. Our data suggest that mTEC^lo^ cells are the major source of CCL11 in the thymus and may regulate the number of thymic eosinophils. mTEC^lo^ cells are a heterogenous cell population containing a subset that produce chemokines, such as CCL21, which is essential for attracting SP thymocytes from the cortex to the medulla. Interestingly, single-cell RNA-seq analysis showed that the same population of mTECs expressing *Ccl21a* mainly produces *Ccl11* (36). These findings indicate that chemokine-producing mTECs simultaneously attract both SP thymocytes and eosinophils to the thymic medulla, suggesting a coordinated role for these two cell lineages in the thymic medulla. Additional studies are needed to reveal the molecular basis of mTEC-mediated eosinophil migration (i.e. to establish TEC-specific CCL11-deficient mice and elucidate where thymic eosinophils migrate from).

The present results also revealed the cellular link between acquisition of the unique phenotype of thymic eosinophils and T lineage cells. Unique markers and transcriptome signature in thymic eosinophils were lost in Rag-KO mice, in which T cell differentiation is arrested at the DN stage, but restored by enforced differentiation of DP thymocytes by pre-TCR signalling. These results clearly indicate that the differentiation of DP thymocytes is not only necessary but also sufficient for the induction of specific gene expression in thymic eosinophils. However, the detailed mechanism underlying how DP thymocytes influence thymic eosinophils has remained unclear. A recent study showed that the differentiation of DP thymocytes controls the heterogeneity of cTECs (39), suggesting that DP thymocytes indirectly promote thymic eosinophil induction via cTECs. Indeed, cTEC-deficient *TN* mice showed a slight but significant reduction of the proportion of CD11c^+^ thymic eosinophils. Thymic eosinophils are localized not only in the medulla but also in the cortico-medullary junction where cTECs and DP thymocytes reside. Therefore, future studies are needed to determine how cTECs and DP thymocytes affect eosinophils.

Regarding the role of thymic eosinophils, it has been reported that thymic eosinophils are recruited to the thymus upon MHC-I-restricted negative selection or irradiation-induced damage, suggesting that they are important in the clearance of apoptotic cells and regeneration of the thymus (13, 14, 17). The RNA-seq results in the current study indicated that eosinophils in all tissue express high levels of IL-4. This supports the idea that eosinophils contribute to the type 2 cytokine milieu in the thymus and other organs that control the regeneration of the damaged tissues. 

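Il4, the type 2 cytokine gene on chromosome 11 of mm10 from 53602982 to 53618669, had a higher mean RPKM than 85.4% of the 9763 genes tested in WT thymic eosinophils, 90.7% in WT spleen and 90.8% in WT lung eosinophils. The median gene was at 7.88, 6.72 and 6.79 RPKM in these organs (3 libraries each). In Rag-KO mice Il4 was at 32.6 ± 1.29 (SD, n = 2) RPKM after control antibody and 25 ± 0.414 (SD, n = 2) after anti-CD3 antibody. Its log2 fold change against WT thymus was -0.32 (standard error 0.32, adjusted p = 1 from limma) in the former and -0.68 (adjusted p = 1) in the latter.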

Our transcriptomic data also offer some insights into the functions of thymic eosinophils in the physiological state. One possible function is that thymic eosinophils may be a source of autoantigens for inducing the negative selection of autoreactive SP thymocytes. The thymus medulla contains different cell types, including fibroblasts (43), B cells (44), dendritic cells (45), as well as terminally differentiated mTECs (46), each of which produce cell type-restricted antigens to maximize the variety of self-antigens for T cell selection. Thymic eosinophils may be one of these cell types as a source of granulocyte-specific antigens, fulfilling the self-antigen repertoire in the medulla. Another possible function of thymic eosinophils is the regulation of thymocyte development. However, previous findings on thymic eosinophils and thymocytes have been inconsistent. ΔdblGATA mice deficient in eosinophil differentiation showed a significant reduction in CD8SP thymocytes, whereas IL-5-deficient mice, which also lack eosinophils, did not show such a phenotype (17). In contrast, *in vitro* coculture of human thymocytes and thymic eosinophils resulted in an increase in CD4SP thymocytes and a decrease in CD8SP thymocytes (19). Thus, the role of thymic eosinophils remains unclear. Further studies using mice specifically deficient in thymic eosinophils will be needed to elucidate the significance of the high abundance of unique eosinophils in the thymus.

In conclusion, this study showed that the number of thymic eosinophils was positively regulated by mTECs, while the specific gene expression was controlled by DP thymocytes (see the Graphical Abstract). Along with the transcriptomic data comparing various tissue-resident eosinophils, these findings suggest a new concept that this distinct population of eosinophils is closely related to the process of T cell development in the thymus. Thymic eosinophils are reportedly involved in dead cell clearance or thymus regeneration after damage, although the precise mechanisms remain unclear (14, 17). In addition to these pioneering findings on thymic eosinophils and well-known roles of eosinophils in parasite infection or in allergic response, our results suggest that thymic eosinophils may be a distinct non-T cell population that crosstalk with developing T lineage cells in the thymus. Based on the findings of this study, further studies will reveal the regulatory mechanisms and functions of thymic eosinophils, leading to a better understanding of T cell development and cellular basis of acquired immunity. This may provide novel insights into the development of therapeutic strategies to control infection, cancer, and autoimmune disorders.

## Supplementary data

Supplementary data are available at *International Immunology* Online.

dxae037_suppl_Supplementary_Figures_S1-S4

# Supplementary material for: Synchronized development of thymic eosinophils and thymocytes
**Source:** Int Immunol. 2024 Jun 25;36(12):617–28. doi: 10.1093/intimm/dxae037
**Supplement:** dxae037_suppl_Supplementary_Figures_S1-S4

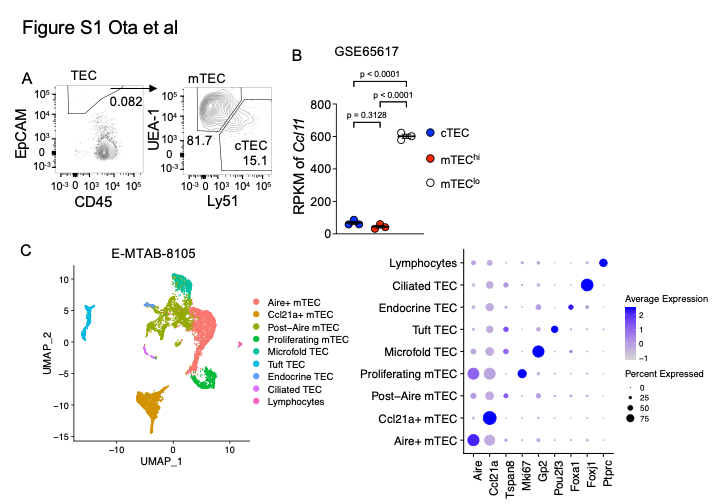
**Figure S1. An mTEC subset expresses *Ccl11*.**

(A) Gating strategy for TECs in flow cytometry. Gating on CD45^-^ EpCAM^+^ TECs, Ly51^-^ UEA-1^+^ and Ly51^+^ UEA-1^-^ populations were defined as mTECs and cTECs, respectively.

(B) The expression of *Ccl11* in each TEC subset. The data of WT mice were extracted from GSE665617. Circles indicate individual mouse and bars indicate the mean ± SEM (n = 3 each).

(C) (Left) TECs were clustered based on RNA expression in a UMAP plot. (Right) Dot plot showing the expression of marker genes used for annotation of each mTEC subset. The single-cell RNA-seq data were extracted from E-MTAB-8105.

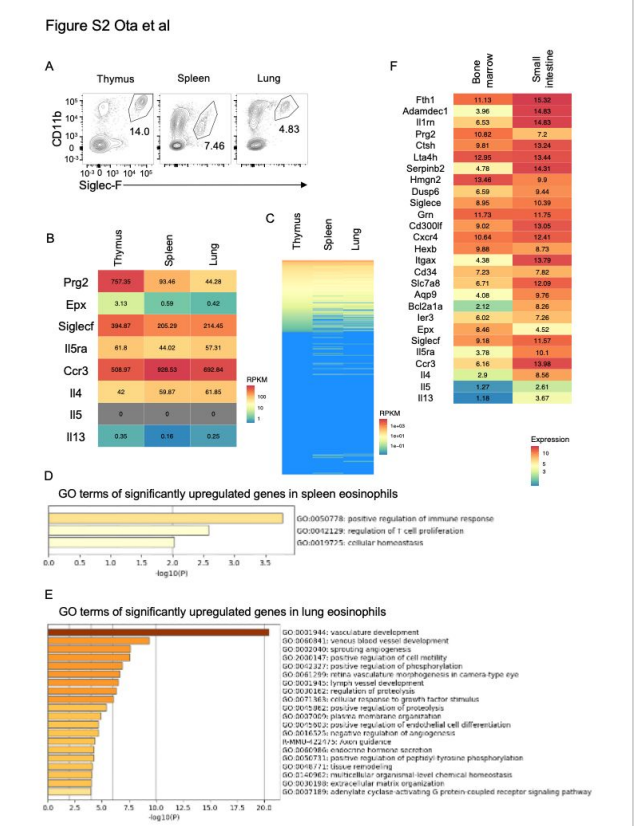

**Figure S2. Transcriptome of eosinophils in each organ.**

(A) Gating strategy for eosinophils from indicated organs in flow cytometry. Representative contour plots for Siglec-F and CD11b of Thy1^-^ MHC-II^-^ cell population are shown.

(B-C) Heatmap of eosinophil-specific genes (*Prg2, Epx, Siglecf, Il5ra, Ccr3*) (B) and all transcripts (C). The values are the means of RPKM in the sorted eosinophils from indicated organs.

(D-E) GO analysis of significantly upregulated genes (p < 0.05 using one-way analysis of variance with Dunnett’s multiple comparison test and FC > 2) in spleen (D) and lung (E) eosinophils compared with eosinophils in other organs.

(F) Heatmap of thymic eosinophil-specific genes (shown in Figure 2A) expressed in bone marrow eosinophils and small intestinal eosinophils (GSE185070). The values are the means of RPKM in eosinophils from each organ (n = 4 each).

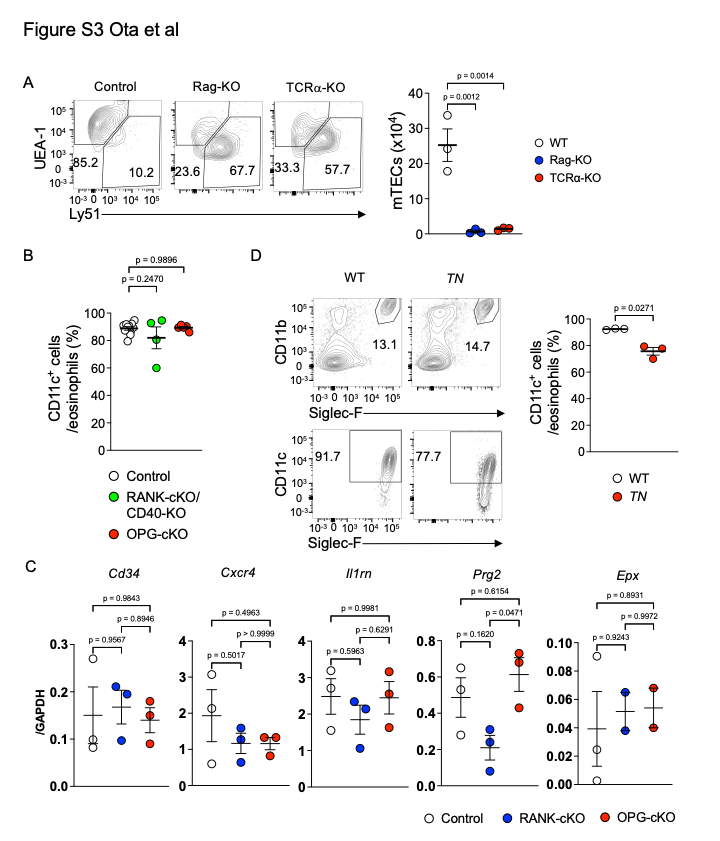

**Figure S3. Thymic eosinophils in TEC-deficient mice.**

(A) Flow cytometry analysis and the quantification of mTECs in WT, Rag-KO, and TCRα-KO mice. (Left) Representative contour plots for Ly51 and UEA-1 of TECs (CD45^-^ EpCAM^+^) are shown. (Right) The number of mTECs from indicated mice (n = 3 each).

(B) The frequency of CD11c^+^ cells in thymic eosinophil population from control (*Tnfrsf11a^fl/fl^* or *Tnfrsf11b^fl/fl^*) (n = 11), RANK-cKO/CD40-KO (n = 4), or OPG-cKO mice (n = 4).

(C) Quantitative RT-PCR analysis of thymic eosinophil-specific genes (*Cd34, Cxcr4, Il1rn, Prg2,* and *Epx*) in thymic eosinophils from control (*Tnfrsf11a^fl/fl^* or *Tnfrsf11b^fl/fl^*), RANK-cKO, and OPG-cKO mice (n=2-3 each). The relative mRNA expression was normalized to *Gapdh* mRNA levels.

(D) Flow cytometry analysis and quantification of thymic eosinophils from WT and *TN* mice. (Left) Representative contour plots for Siglec-F and CD11b of Thy1^-^ MHC-II^-^ population (upper) and for Siglec-F and CD11c of gated eosinophils (Thy1^-^ MHC-II^-^ CD11b^+^ Siglec-F^+^) (lower) are shown. (Right) The frequency of CD11c^+^ cells in the eosinophil population from indicated mice (n = 3 each).

Circles indicate individual mice and bars indicate the mean ± SEM.

**
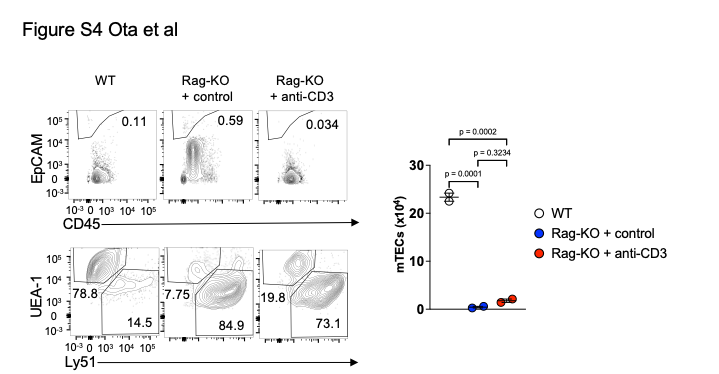
**

**Figure S4. Flow cytometry analysis of Rag-KO mice injected with anti-CD3.**

Flow cytometry analysis and the quantification of TECs from indicated conditions. (Left) Representative contour plots for CD45 and EpCAM of the 7AAD^-^ population (upper) and for Ly51 and UEA-1 of gated TECs (CD45^-^ EpCAM^+^) (lower) are shown. (Right) The number of mTECs from indicated condition (n = 2 each).

How the deposited data were processed for this re-analysis (not part of the article)

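Eosinophils sorted by the authors from WT thymus, spleen and lung (3 libraries each) and from the thymus of Rag-KO mice given control or anti-CD3 antibody (2 libraries each) were sequenced on an Ion Proton instrument. The authors processed the reads in CLC Genomics Workbench against mm10, as the submitters' notes give it, and deposited RPKM values for 41743 genes in 13 libraries. Settings of mapping and counting are not stated. No other file unit was used. Of these genes, 24676 were at 0 in all libraries. With the annotated gene length, 5888 of the rest were a whole number of reads in every library within a tolerance of 0.001. For the other 11179 the smallest length that makes the values whole was taken, so their reads are known only up to a factor. The RPKM values hold no scaling between libraries beyond the total. Library totals ran from 4765122 to 6431540 reads, with a median of 5713043. A value of 0 allows up to 3 reads, for counting error alone, since the libraries carry no molecular identifiers.

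Values were analysed as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend and Benjamini-Hochberg adjustment. The WT organs were compared in a fit of 9 libraries over 9096 genes with an RPKM of at least 1 in at least 3 libraries (6 residual degrees of freedom). The Rag-KO groups were compared in a fit of all 13 libraries over 9763 genes with an RPKM of at least 1 in at least 2 libraries (8 residual degrees of freedom). A gene was called at an adjusted p under 0.05 and a log2 fold change above 1 in size, the fold limit of the paper's Fig. 2 legend. The tests, the comparisons, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, apart from the alternatives said to be chosen after seeing the data. The rule names every gene the paper names for these libraries. For each comparison it adds up to 10 genes with the largest change among called genes whose groups do not overlap and whose mean RPKM is at least 10 in the higher group, and up to 4 members of a list with the highest mean. Chance alone gives groups that do not overlap for 10% of genes with 3 libraries against 3, 20% with 2 against 3 and 33.3% with 2 against 2. These shares are for a single comparison in either direction and are lower for a set against both other organs. There were 41 gene lists, on eosinophil and T cell functions, on the genes the paper names and on markers of other cell types that a sort can hold. Members called were counted over all genes and adjusted over the list alone, and lists of at least 3 genes were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over lists. Members that failed the filter were left out of both. A gene found in 1 WT organ alone passes only where all 3 libraries of the organ reach the minimum RPKM, so counts and tests for such genes favour a call.

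Replicate numbers of the WT organs were checked for pairing from the data, since neither the labels nor the paper's text tie them to animals. Deviations from the group mean correlated across genes for every pair of libraries with the same number, from 0.31 to 0.58 (different numbers, -0.54 to 0.42). The negative values all involved replicate 3. Among replicates 1 and 2 the same number gave 0.31 to 0.51 and different numbers 0.26 to 0.42, so a pairing of these replicates is not settled. The block on the replicate number is one of the alternatives. Replicate 3 of each WT organ and Rag-KO + control replicate 2 deviated together, at a correlation above 0.2 with WT spleen replicate 3, a limit chosen after seeing the correlations, and they are treated as a second batch. Deviations in a group of 2 mirror each other, so those of Rag-KO + anti-CD3 do not show its batch, and both of its libraries were put in the first by assumption. No 2 columns were identical. Replicates 1 and 2 of a WT organ differed with a chi-square per degree of freedom of 6.28 to 12.2, and pairs with a library of the second batch with 51.3 to 196. The alternatives were other pseudocounts, other filters, quantile normalization, upper-quartile scaling, no trend, no adjustment, no fold limit, the study's Dunnett comparisons on RPKM, other sets of libraries in the fit, the replicate block and leaving out each library in turn. Chosen after seeing the data were voom on the recovered reads, fits without WT spleen replicate 3 and Rag-KO + control replicate 2, a batch term, and the 9 libraries of the first batch alone. Where a fit leaves a group with 1 library, that library is assumed to vary like the other groups.

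Restoration was measured as the share of the control against WT difference, on the log2 scale, that Rag-KO + anti-CD3 had regained. Since both comparisons share the control libraries, 100 simulated data sets with no effect were refitted in the same way. Their genes varied independently and without a batch. The simulated share was taken over the genes with the largest changes, as many as were called in the data, whether called or not. Thymus-high genes were also chosen with each WT thymus library left out and measured against that library. The WT libraries were regrouped in 100 of 840 possible splits into 3 groups of 3, and in all 106 splits with 1 library of each replicate number per group, a test added after the result was seen. The scripts were tested on simulated data with 200 changed genes. At a fold of 4, 65.7% of genes set higher in thymus, 73.1% of those set higher in lung, 47.8% of those set lower in Rag-KO + control and 53.7% of those set higher in Rag-KO + anti-CD3 were called, and at a fold of 2, 1.49, 1.49, 4.48 and 7.46%. The fold of 2 equals the limit of a call, which by itself keeps those shares low. False calls numbered 0, 0, 3 and 0. Left out were the flow cytometry and PCR data, the other published datasets the paper reuses, and GO analysis, for which fixed lists were used in its place.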

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

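The tests on sex and on the Rag1-/- library were chosen only after the result was seen; the other tests here were set before. The markers of other cell types and the Y-linked genes are given because the paper does not discuss them as such and they stood above their level in the comparison groups.

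Vascular genes were higher in the WT lung libraries, and 70% of the endothelial markers measured (7 of 10, lung median 6.80 RPKM) were called higher in lung than in both other organs, 0 of the 7 being also in the list of vascular genes. RNA from endothelial cells in the sorted lung samples is therefore a candidate source of the vascular genes, at levels of 11.7 RPKM for Plvap and 7.84 for Cldn5, although the sort took CD11b+ Siglec-F+ cells. Of the lung epithelial markers, 40% (2 of 5) were called, Scgb1a1 at 37.3 and Sftpc at 22.7 RPKM, so RNA of lung tissue in general cannot be told apart from an endothelial source, since 5 markers are too few. The endothelial and epithelial lists hold 18 and 15 genes. A gene found in lung alone was measured only where all 3 WT lung libraries reached the minimum RPKM, so both shares favour called genes. The endothelial, epithelial and vascular counts were 0 without any 1 WT lung library, where the filter drops genes found in lung alone, and 1 or 2 for the vascular and 1 for the epithelial genes without any 1 WT thymus library or WT spleen replicate 1 or 2. Expression of vascular genes by lung eosinophils themselves stays open and was not tested.

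T cell genes were higher in the WT thymus libraries, and 75% of the thymocyte and T cell markers measured (6 of 8) and 50% of the double-positive thymocyte markers (2 of 4) were called thymus-high, 5 of the 6 being also in the list of T cell receptor signalling. These lists hold 20 and 15 genes. A gene found in thymus alone was measured only where all 3 WT thymus libraries reached the minimum RPKM, so both shares favour called genes. RNA from thymocytes in the sorted thymus samples is a candidate source, at 5.01 RPKM for Lck, 5.37 for Cd8b1 and 4.62 for Dntt. The sort took CD11b+ Siglec-F+ cells, and the paper's flow cytometry gate for eosinophils leaves out Thy1+ and MHC-II+ cells. In Rag-KO + control, which lacks double-positive thymocytes, 2 of 11 of these markers were lower (8 adjusted over the list alone). After anti-CD3 antibody their median log2 fold change was 1.14 over Rag-KO + control (1 called higher, 7 adjusted over the list alone) and 0.05 against WT thymus. The T cell marker count was 0 without any 1 WT thymus library or WT lung replicate 1 or 2, 3 without WT lung replicate 3, 2 and 1 without WT spleen replicate 1 or 2, and 1 by voom, and the double-positive count was 0 without any 1 WT thymus library and 1 without WT spleen replicate 1 or 2 or any 1 WT lung library. Expression of these genes by thymic eosinophils stays open and was not tested.

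The thymus-high genes were lower in Rag-KO + control and higher again after anti-CD3 antibody. For the 14, 13 and 22 genes chosen without 1 WT thymus library, choice on the same libraries does not account for the first change. The smallest of their 3 medians measured from the left-out library was -1.81, against -1.92 for the same genes with all WT thymus libraries. The test set before used the median of all 99 genes, -1.51, in place of -1.92. Most of the 99 genes are not covered by this check. The Rag1-/- library, or its batch, as the whole cause of the second change goes against the medians of 0.81 without Rag-KO + control replicate 2 and 1.16 without replicate 1, against 0.97 with both. For the batch this holds only if both Rag-KO + anti-CD3 libraries belong to the first or the second batch. A separate batch of their own stays open, and each of the 2 medians rests on 1 control library. A difference in sex between the Rag-KO groups cannot be told apart from the antibody, since both Rag-KO + anti-CD3 libraries held more Y-linked RNA than either Rag-KO + control library (replicate 1 held some), and the median of -0.46 for Rag-KO + anti-CD3 against WT thymus, set as a bound against it, excludes nothing because Rag-KO + control already lies below WT. Differentiation of thymocytes after anti-CD3 antibody, another effect of the antibody or sex may each account for the change, which the 4 Rag-KO libraries do not separate. For the T cell genes among the thymus-high genes, RNA from thymocytes in the sorted samples is a further candidate.

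Y-linked genes were higher in Rag-KO + anti-CD3 than in Rag-KO + control for 100% of those measured (3 of 3), with Eif2s3y at 23.6 and 19.2 RPKM in the Rag-KO + anti-CD3 libraries, 4.03 and 0 in the Rag-KO + control libraries and 0 in every WT library, while the paper describes its mice as sex-matched. B cell markers were higher in WT spleen than in both other organs for 50% of those measured (2 of 4, from a list of 12), Fcer2a and Blk. Fibroblast and stromal markers were higher in WT lung than in both other organs for 50% of those measured (2 of 4), Sparc and Inmt. This count was 1 without any 1 WT thymus library, WT spleen replicate 1 or 2 or WT lung replicate 1 or 3. A gene found in 1 group alone was measured only where enough libraries of that group reached the minimum RPKM, so the shares given here favour called genes.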

How the results depend on the processing

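Voom, the fits without WT spleen replicate 3 and Rag-KO + control replicate 2, the batch term and the fit of the first batch were chosen after seeing the data, and the cause of the changes was not tested except where named. The median changes of the thymus-high genes kept their direction in all 56 values under the alternatives, with a camera p under 0.05 at the preset correlation wherever a test was made (the genes chosen without 1 WT thymus library and measured against it give medians with no test). Leaving out 1 library gave 13 to 150 thymus-high, 1 to 6 spleen-high, 1 to 41 lung-high and 6 to 101 thymus-low genes. It gave 12 to 120 genes higher and 3 to 116 lower in Rag-KO + control than in WT thymus, 0 to 30 higher and 0 to 68 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 1 to 12 higher and 0 to 3 lower in Rag-KO + anti-CD3 than in WT thymus, and 0 to 25 restored genes. The median change of the thymus-high genes ran from -2.30 to -1.26 in Rag-KO + control and from 0.77 to 1.83 after anti-CD3 antibody, and the recovered share from 51.8 to 79.1%. Part of the low counts comes from the filter, since 29 of the 99 thymus-high, 34 of the 39 lung-high and 5 of the 7 spleen-high genes were no longer tested without a library of their organ.

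A pseudocount of 0.1 gave 61 thymus-high genes, 2 spleen-high genes and 30 genes lower in Rag-KO + control than in WT thymus. It gave 0 genes higher and 0 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 2 higher and 0 lower than in WT thymus and 0 restored genes. A pseudocount of 2 gave 4 spleen-high and 23 lung-high genes. With no filter there were 24 thymus-low genes, 9 genes higher in Rag-KO + anti-CD3 than in Rag-KO + control and 0 lower than in WT thymus. A stricter filter of RPKM 5, which tests fewer genes, gave 57 thymus-high, 1 spleen-high and 6 lung-high genes, 31 higher in Rag-KO + control than in WT thymus, 0 higher and 0 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 4 higher and 0 lower than in WT thymus, and 0 restored genes. Quantile normalization gave 74 thymus-low genes, 11 higher in Rag-KO + anti-CD3 than in Rag-KO + control and 8 restored, and upper-quartile scaling 64 thymus-low and 4 restored. At an unadjusted p under 0.05 there were 241 thymus-high, 25 spleen-high, 76 lung-high and 94 thymus-low genes, 305 higher and 193 lower in Rag-KO + control than in WT thymus, 135 higher and 220 lower in Rag-KO + anti-CD3 than in Rag-KO + control, and 58 higher and 59 lower than in WT thymus. The study's Dunnett rule, applied to the 9096 genes kept here with both other organs required, gave 279 thymus-high, 14 spleen-high, 65 lung-high and 61 thymus-low genes. They shared 96, 7, 35 and 37. A fit of all 13 libraries gave 60 lung-high genes. A fit of the 7 thymus libraries gave 113 genes higher and 94 lower in Rag-KO + control than in WT thymus, 10 higher in Rag-KO + anti-CD3 than in Rag-KO + control, 4 higher than in WT thymus and 10 restored. No trend and no fold limit moved no count by over 1.5 times.

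With the replicate block, which treats WT libraries of the same number as paired, the organ counts stayed within 1.5 times (147 thymus-high, 8 spleen-high, 44 lung-high and 57 thymus-low genes, sharing 99, 7, 38 and 38), and beyond the values given beside results it moved calls as follows. Adamdec1, Siglece, Cd300lf, Bcl2a1a and Gpr141 became called over spleen, and Lta4h, Grn, Cd300lf, Ier3 and Nucb2 over lung. Krt8 lost its call over spleen (adjusted p = 0.0555). The lists of double-positive thymocyte markers over spleen, and of intestinal-type genes, heme biosynthesis, T cell receptor signalling, chemokines, cell cycle and neutrophil markers against lung, lost theirs with an adjusted p from 0.0571 to 0.0847, and alveolar macrophage markers gained theirs for thymus and for spleen against lung (0.0297 and 0.0204). Among members of the lists, Ear1, Ear2, Itga2 and Bbc3 became thymus-low. The block changed no other call of a named gene or list test in the WT organs. The numbers of the Rag-KO libraries do not pair (correlation of -0.02 for the same number), and the block gave 106 genes higher and 113 lower in Rag-KO + control than in WT thymus, 21 higher and 18 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 2 lower than in WT thymus and 16 restored. Voom on the recovered reads gave 60 thymus-high, 3 spleen-high and 24 lung-high genes, 0 higher and 0 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 3 higher and 0 lower than in WT thymus and 0 restored. Without both libraries that stand apart there were 150 thymus-high and 101 thymus-low genes, 3 higher and 1 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 16 higher and 3 lower than in WT thymus, and 1 restored. The batch term, which rests on the assumed batch of Rag-KO + anti-CD3 as does the fit of the first batch, gave 187 thymus-high and 74 thymus-low genes, 125 higher and 105 lower in Rag-KO + control than in WT thymus, 14 higher and 15 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 2 lower than in WT thymus and 11 restored. The 9 libraries of the first batch gave 213 thymus-high, 19 spleen-high, 28 lung-high and 155 thymus-low genes, sharing only 67, 2, 4 and 39 of the sets, 218 higher and 191 lower in Rag-KO + control than in WT thymus, 76 higher and 88 lower in Rag-KO + anti-CD3 than in Rag-KO + control, 67 higher and 64 lower than in WT thymus, 58 restored and a recovered share of 65.4%. Prg2, at 0.15 in Rag-KO + control against WT thymus, reversed to -1.99 without both libraries that stand apart and to -2.02 in the first batch alone, since Rag-KO + control replicate 2 held 3648 RPKM of it and replicate 1 188. Over all refits of the genes named, whether called or not, 8345 stayed on their side of the threshold, 972 lost a call, 186 gained one and 2 reversed, and of the list tests 5516 stayed, 255 lost a call and 136 gained one. Fits that need read counts as deposited were not run, because the table holds RPKM. In simulated data, a change of 2-fold was rarely called (1.49 to 7.46%). That change equals the fold limit of a call, so part of the low share comes from the limit and not from the number of libraries. The lack of a call says little about changes of that size. Depth was not varied in the simulation.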

Differences from the paper's values

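For the genes of Supplementary Figure 2B, the mean RPKM computed here equals the numbers printed in the figure, for example 509 in thymus, 929 in spleen and 693 in lung for Ccr3, and they match for every gene and organ shown. No mean differed from the paper's.

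The paper names Il1rn, Cxcr4, Itgax, Cd34 and Bcl2a1d as specific to thymic eosinophils. Here all 5 had a higher mean in thymus than in both other organs and 3 were thymus-high (Il1rn, Itgax and Cd34). Cxcr4 was at 241 RPKM in thymus and 134 in lung (log2 fold change 0.86, adjusted p = 0.195), under the fold limit, and no setting called it over lung. Bcl2a1d was called over both organs at an unadjusted p under 0.05, with the replicate block and without WT lung replicate 3, all set before the data were examined. It was also called with the batch term and in the 9 libraries of the first batch, both chosen after seeing the values. Neither of these dropped any of the genes called without it, and each left 1 of the 5 uncalled. By the study's Dunnett comparisons with both organs required, 3 of the 5 were called, without Cxcr4 and Bcl2a1d. Voom, a pseudocount of 0.1 and no filter each called 2, Il1rn and Cd34, and dropped Itgax.

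Of the 20 genes highlighted in Fig. 2A, 8 were thymus-high over all genes tested. The Fig. 2A legend does not state that a gene must differ from both other organs, so a gene left out here may still meet it. At an unadjusted p under 0.05, or by the study's Dunnett comparisons with both organs required, 17 were, which leaves out Fth1, Cxcr4 and Aqp9. Others set before the data were examined gave 13 with the replicate block, 12 with the fit of all 13 libraries (which drops Prg2), 11 with quantile normalization, 7 with upper-quartile scaling (which adds Siglece and Cd300lf and drops 3), 6 with a pseudocount of 0.1, 5 with no filter and 15 without WT spleen replicate 3. The batch term and the first batch alone, chosen after seeing the values, gave 16 each and so leave 4 of the paper's 20 uncalled, the fit without both libraries that stand apart gave 15 and leaves 5, and voom gave 5 and leaves 15. Aqp9 was called over spleen with the batch term but over lung under no setting. Fth1 was at 1942, 951 and 1094 RPKM (adjusted p = 0.139 and 0.213), and no setting called it in both comparisons. The text names Bcl2a1d and Fig. 2A Bcl2a1a, which was at 179, 44.6 and 39.6 RPKM (adjusted p = 0.106 and 0.0444).

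The paper links the genes of thymic eosinophils to degranulation and to αβT cell activation by GO terms. The fixed lists used here are not those terms, and they held 0 of 13 and 0 of 16 thymus-high genes by limma (0 and 4 at an unadjusted p under 0.05, 0 and 0 by voom). For γδT cell differentiation 2 of 10 were thymus-high (0 without any 1 WT thymus library, WT spleen replicate 1 or 2 or WT lung replicate 1 or 2, and 1 without WT spleen replicate 3).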

Other observations

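The tests of chance splits and of digestion were set before the result was seen. The splits with 1 library of each replicate number per group, the batch and the Y-linked reads were examined only after. Retnla, a resistin-like protein of type 2 myeloid responses, was at 2063 ± 138 (SD, n = 2) RPKM in Rag-KO + control, 518 ± 60.4 (SD, n = 2) in Rag-KO + anti-CD3 and 18.3 ± 2.34 (SD, n = 3) in WT thymus (log2 fold change 6.74 and 4.75 against WT thymus, standard errors 0.38 and 0.38, adjusted p = 5.50e-06 and 2.95e-04 from limma), and both calls held in every refit without 1 library. Its change from Rag-KO + control to Rag-KO + anti-CD3 was -2.00 (adjusted p = 0.121). Mmp9, a matrix-degrading protease, was higher in spleen (281 ± 152 RPKM) and lung (394 ± 94.5) than in WT thymus (29.7 ± 7.22) and rose in Rag-KO + control to 326 ± 114 (adjusted p = 0.00593), a call lost without Rag-KO + control replicate 2 (adjusted p = 0.142). Over spleen, thymus lost the Mmp9 call without WT thymus replicate 1 or 2 (adjusted p up to 0.0841). S1pr1, the receptor that guides cells out of the thymus, was at 11.7 ± 3.59 RPKM in Rag-KO + control, 0.234 ± 0.23 in WT thymus and 0.89 ± 0.771 in Rag-KO + anti-CD3 (adjusted p = 9.81e-04 against WT thymus, held in every refit without 1 library). Retnlg stayed above WT thymus in both Rag-KO groups, at 2901 ± 421 and 3844 ± 969 RPKM (adjusted p = 0.00465 and 0.00422), the first call lost without Rag-KO + control replicate 2 (0.102) and the second without either Rag-KO + anti-CD3 library (up to 0.237). Of 12 neutrophil markers, 2 were thymus-low (Mmp9 and Retnlg; 2 adjusted over the list alone), and of 14 tested 2 were higher (Mmp9 and Retnlg) and 1 lower (Cxcr2, named after its value was seen) in Rag-KO + control than in WT thymus (2 and 1 adjusted over the list alone).

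Dissociation and immediate early genes rose in thymus over spleen for 12 of 22 (16 adjusted over the list alone, adjusted p = 0.0213 with an estimated correlation) and in lung over spleen for 9 of 22 (15; adjusted p = 0.0201), with 0 of 22 thymus-high by limma (1 adjusted over the list alone, 3 at an unadjusted p under 0.05, 0 by voom, 2 with the replicate block). Fos, an immediate early transcription factor, was at 2369.5 ± 531 RPKM in thymus, 32.1 ± 6.29 in spleen and 2966 ± 932 in lung (adjusted p = 4.77e-05 for thymus and 3.07e-05 for lung over spleen). Thymus and lung, but not spleen, were digested with enzymes, which may account for these genes. For the thymus-high genes the median of -0.067 for lung against spleen, set before as a bound against digestion, excludes nothing, since the choice of genes above lung removes those raised alike in both, and an effect of digestion in thymus alone stays open. Of 16 NF-kB target genes, 6 rose in thymus over spleen (9 adjusted over the list alone) and 0 were thymus-high (2 at an unadjusted p under 0.05, 0 by voom, 1 with the replicate block).

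Among the Rag-KO libraries, granule protein genes stood apart in Rag-KO + control replicate 2, the Rag1-/- library, where Prg2 was at 3648 RPKM against 188 in replicate 1 and Epx at 340.3 against 7.64. Of 6 granule genes, 0 were higher in Rag-KO + control than in WT thymus by limma (4 adjusted over the list alone, 4 at an unadjusted p under 0.05, 0 by voom; adjusted p = 0.237 with an estimated correlation). Interferon response genes gave 0 of 19 lower in Rag-KO + anti-CD3 than in Rag-KO + control by limma (7 adjusted over the list alone, 12 at an unadjusted p under 0.05, 0 by voom; adjusted p = 0.135 with an estimated correlation). Their median in Rag-KO + control replicate 2 was 2.46 above replicate 1, that of cell cycle genes 1.49, that of granule genes 4.25 and that of neutrophil markers 1.30. In the WT libraries of the second batch, neutrophil markers deviated from the group means by a median of 1.78 (12 of 14 above 0), macrophage and monocyte markers by 0.64 (13 of 16) and granule genes by 0.64 (6 of 6), while T cell markers were at -0.25 (0 of 11 above 0). Of 6 genes of MHC class II and dendritic cells, 0 were higher in Rag-KO + anti-CD3 than in WT thymus by limma (5 adjusted over the list alone, 5 at an unadjusted p under 0.05, 0 by voom; adjusted p = 0.357 with an estimated correlation).

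In 100 regroupings of the 9 WT libraries that ignore the replicate numbers, under 5% of splits, the limit set before, reached the count of each organ set. The 99 thymus-high genes stood against at most 85 in another split (1 of 100 splits as large, the real one), the 7 spleen-high genes against at most 0 (1) and the 39 lung-high genes against at most 28 (1). For the 39 thymus-low genes 3 splits gave as many, and a split that puts the 3 libraries of the second batch together gave 416, which points to that structure in the samples. In all 106 splits with 1 library of each replicate number per group, each group was in turn set against both others, the real split included. There 1 gave as many thymus-high, 4 as many lung-high and 1 as many thymus-low genes (0.943, 3.77 and 0.943%), under the same limit. For spleen-high genes 7 did (6.60%), over the limit. The others that reached these counts keep the 3 libraries of thymus or lung together (highest 82 high and 34 low), and groups that mix organs gave at most 0 genes high and 1 low. The share for spleen-high genes thus counts differences of thymus and lung, so it does not decide on chance there. With the batch as a term there were 187 thymus-high, 10 spleen-high, 50 lung-high and 74 thymus-low genes.

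Of the other lists, intestinal-type active eosinophil genes held 2 thymus-high genes of 14 (Itgax and Il1rn; 3 adjusted over the list alone), iron storage and ferroptosis genes 1 of 16 (Slc3a2; 1) and the interleukin-1 family 1 of 10 (Il1rn; 1) with 1 thymus-low (Il18rap). Chemokines held 2 thymus-low genes of 8 (Ccl6 and Ccl9; 2 adjusted over the list alone), alveolar macrophage markers 1 thymus-high of 5 (Car4; 1), and Car4 was also the 1 thymus-high gene of 10 endothelial markers. By limma 0 genes were thymus-high of 18 apoptosis regulators (2 adjusted over the list alone, 4 at an unadjusted p under 0.05, 1 by voom, 4 with the replicate block), 8 genes of heme biosynthesis (2, 2 and 0), 6 chemokine receptors (2, 2 and 0, and 1 with the block), 3 thymic epithelial markers (2, 2 and 0, and 1 with the block) and 5 genes of MHC class II and dendritic cells (1, 1 and 0). Likewise 0 were thymus-high of 17 interferon response genes (0, 1 and 0), 8 cell cycle genes (0, 0 and 0), 32 cytosolic ribosomal proteins (0, 0 and 0), 13 mitochondrially encoded genes (0, 0 and 0), 3 mast cell and basophil markers (0, 0 and 0), 3 platelet and megakaryocyte markers (0, 0 and 0) and 5 erythroid markers (0, 0 and 0). Of the 1 type 2 cytokine tested, Il4, 0 were thymus-high (0, 0 and 0).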
